# The Epigenetic Legacy of Maternal Protein Restriction: Renal *Ptger1* DNA Methylation Changes in Hypertensive Rat Offspring

**DOI:** 10.3390/nu15183957

**Published:** 2023-09-13

**Authors:** Huijuan Jia, Moe Miyoshi, Xuguang Li, Kyohei Furukawa, Lila Otani, Katsuhiko Shirahige, Fumihito Miura, Takashi Ito, Hisanori Kato

**Keywords:** DNA methylation, epigenetics, *Ptger1*, hypertension, maternal nutrition, low protein diet, offspring, kidney, postnatal nutrition, nutrigenomics

## Abstract

Nutrient imbalances during gestation are a risk factor for hypertension in offspring. Although the effects of prenatal nutritional deficiency on the development of hypertension and cardiovascular diseases in adulthood have been extensively documented, its underlying mechanisms remain poorly understood. In this study, we aimed to elucidate the precise role and functional significance of epigenetic modifications in the pathogenesis of hypertension. To this end, we integrated methylome and transcriptome data to identify potential salt-sensitive hypertension genes using the kidneys of stroke-prone spontaneously hypertensive rat (SHRSP) pups exposed to a low-protein diet throughout their fetal life. Maternal protein restriction during gestation led to a positive correlation between DNA hypermethylation of the renal prostaglandin E receptor 1 (*Ptger1*) CpG island and high mRNA expression of *Ptger1* in offspring, which is consistently conserved. Furthermore, post-weaning low-protein or high-protein diets modified the *Ptger1* DNA hypermethylation caused by fetal malnutrition. Here, we show that this epigenetic variation in *Ptger1* is linked to disease susceptibility established during fetal stages and could be reprogrammed by manipulating the postnatal diet. Thus, our findings clarify the developmental origins connecting the maternal nutritional environment and potential epigenetic biomarkers for offspring hypertension. These findings shed light on hypertension prevention and prospective therapeutic strategies.

## 1. Introduction

The health status of individuals is influenced not only by their environment but also by the maternal nutritional status during gestation and lactation [1,2]. In fact, maternal nutrition plays a pivotal role in the risk of noncommunicable diseases (NCDs) in offspring, a concept known as the Developmental Origins of Health and Disease (DOHaD) [3,4]. DOHaD proposes that adverse conditions during fertilization, embryonic and fetal stages, as well as infancy, lead to epigenomic changes that predispose individuals to diseases. The interaction between postnatal life and the environment subsequently drives disease progression [5]. Diseases and other multifactorial conditions develop through these two stages, accumulating a substantial body of epidemiological research and animal experimental evidence in line with this concept [6,7,8,9]. Malnutrition during the fetal and infancy stages has been linked to several NCDs, including hypertension [10,11], cardiovascular disease [12], renal disease [13], neurocognitive disorders [14], and metabolic syndrome [15].

Epidemiological studies have demonstrated that maternal under- and overnutrition are associated with an elevated risk of hypertension in offspring [16,17,18]. Cohort studies have posited that maternal malnutrition during gestation increases the risk of hypertension in later childhood [19,20]. Additionally, specific nutrient deficiencies during pregnancy, such as vitamin D deficiency, may confer a predisposition for childhood hypertension [21,22]. Inadequate intake of micronutrients during gestation has also been linked to an elevated risk of hypertension in offspring, and maternal deficiencies in calcium [23], iron [24], and zinc [25] during gestation have been shown to result in elevated blood pressure in adult offspring. Epigenetic regulation of gene expression, particularly alterations in DNA methylation status, is considered a molecular mechanism through which the nutritional environment during fetal development contributes to disease formation [26]. Cofactors known as methyl donors, including nutrients such as vitamin B2, B6, and choline, play pivotal roles in this context [27]. In methyl donor diets, the incorporation of micronutrients, such as methionine, folic acid, vitamin B, and choline, provides methyl donors for DNA methylation and has shown effectiveness in hypertension studies [28].

Animal models are crucial for elucidating the molecular mechanisms underlying hypertension and allow for easy manipulation of the nutritional status, long-term follow-up, and specific organ dissection [29]. As such, animal models of malnutrition during gestation, including restricted calorie, low-protein (LP), and high-protein (HP)/low-carbohydrate diets, are widely employed to explore the mechanisms of induced hypertension [30]. The stroke-prone spontaneously hypertensive (SHRSP) rat model has extensively been employed in hypertension research due to its resemblance to human essential hypertension, the most common form of hypertension influenced by both genetic and environmental factors. Thus, utilizing the SHRSP model allows for an in-depth understanding of the onset and progression of hypertension [29,31]. Furthermore, knowledge of the genetic background of the SHRSP model enhances its relevance in hypertension research. Specific genes and genetic regions associated with hypertension and cardiovascular outcomes have been identified in SHRSP rats [32,33], thereby enabling genetic studies to be aimed at better understanding the genetic factors contributing to hypertension.

During early fetal development, the maternal nutritional environment is expected to induce changes in epigenetic regulation (histone modifications, non-coding RNAs, and DNA methylation) in offspring. If these modifications are maintained, they might trigger genetic changes that ultimately lead to disease onset [34,35]. In particular, DNA methylation is strongly retained in the genome and is of particular interest in DOHaD pathogenesis [36]. In animal models, the epigenetic modifications associated with DOHaD-related NCDs are reversible, and nutritional interventions can prevent NCD onset [30,37,38]. Hence, nutritional interventions during gestation have the potential to act as NCD prevention strategies to mitigate disease phenotype manifestation at different life stages, including the fetal, juvenile, adolescent, and adult stages.

In our previous study, we found that the exposure of SHRSP offspring to an LP diet during the fetal life stage caused significantly elevated blood pressure and a shortened lifespan in response to salt loading in adulthood. Furthermore, these effects were transferred to the next generation [39]. Additional studies have further shown that supplementation of folate in a protein-restricted diet could substantially reverse expression changes and DNA methylation alterations [40,41]. These findings raise the possibility that maternal malnutrition may impede the health of offspring by manipulating the epigenome in the context of the DOHaD theory. However, the underlying mechanisms of maternal–offspring crosstalk through epigenetic regulation remain unclear.

In this study, we explore the impact of maternal protein restriction during gestation on DNA methylation in offspring in an SHRSP rat model. We integrated methylome and transcriptome data to identify potential salt-sensitive hypertension genes using the kidneys of SHRSP pups exposed to an LP diet throughout their fetal life. Specifically, we aimed to elucidate how specific candidate marker genes are epigenetically modified as a result of intergenerational nutritional imbalances. We also sought to determine whether different nutritional interventions aid in mitigating these modifications at a later point in time.

## 2. Materials and Methods

### 2.1. Study Design

Nine-week-old female and male SHRSP/Izm rats were procured from the Disease Model Cooperative Research Association (Kyoto, Japan) [42]. After a week of acclimation to the prescribed environmental conditions, virgin female SHRSP rats were mated with a single male stud, and pregnancy was confirmed by the presence of a vaginal plug, as previously described [39]. Subsequent experiments were carried out according to the study design in Section 2.1.1 and Section 2.1.2. Rats were housed in a controlled environment with a temperature of 22 ± 1 °C, humidity of 60 ± 5%, and a 12 h light/dark cycle (08:00 to 20:00) [43]. This study received approval from and was conducted in strict adherence to the guidelines of the Animal Usage Committee of the Graduate School of Agricultural and Life Sciences at The University of Tokyo (Approval No. P09-376).

#### 2.1.1. Prenatal Low-Protein Diet

Pregnant dams were randomly assigned to receive either a control diet (mCN) or a low-protein diet (mLP) during pregnancy (Supplementary Table S1). After delivery, all dams were switched to a control diet (CN; Oriental Yeast, Tokyo, Japan). Next, male pups were separated from their dams at the fourth postnatal week and provided ad libitum access to drinking water and a control diet. Finally, 5-day-old (D5-CN or D5-LP), 10-day-old (D10-CN or D10-LP), and 4-week-old (D28-CN or D28-LP) male offspring were euthanized, and their kidneys were collected.

#### 2.1.2. Postnatal Low and High-Protein Diets

During pregnancy and lactation, rats were housed as described in Section 2.1.1. At the fourth postpartum week, male offspring were separated from their dams and provided ad libitum water and CN, LP diets, and high-protein diets (HP) (Supplementary Table S2) for two weeks. They were then euthanized, and their kidneys were recovered.

### 2.2. DNA Extraction and Methylome Analysis

DNA extraction was performed using the DNAiso Reagent (Takara Bio Inc., Shiga, Japan) following the manufacturer’s instructions. The concentration of the extracted DNA was determined using the NanoDrop^®^ 1000 Spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA), and its quality was confirmed at OD_260/280_ > 1.8 and OD_260/230_ > 1.8. Electrophoresis (100 V, 20 min) with a 1.2% agarose gel was used to check for DNA degradation. DNA concentration was measured again using Qubit (Thermo Fisher Scientific, Waltham, MA, USA). The extracted DNA was stored at −80 °C until further analysis.

Whole-genome bisulfite sequencing was conducted using the post-bisulfite adapter tagging strategy. The sequencing library was prepared as described by Miura et al. [44], with single indexing. Sequencing was performed with a paired-end mode for 2 × 150 cycles using the HiSeq X Ten system (Illumina, San Diego, CA, USA) by Macrogen Japan Corp. (Tokyo, Japan). The basic statistical variables for the methylome data are summarized in Supplementary Table S3.

Data were analyzed using the following tools: Quality control by Fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 2 December 2018), Mapping by Bismarck (reference BN/SsNHsdMCW rat) (http://www.bioinformatics.babraham.ac.uk/projects/bismark/, accessed on 10 December 2018), Alignment and Extraction of Methylation Site by SeqMonk (http://www.bioinformatics.bbsrc.ac.uk/projects/seqmonk/, accessed on 28 January 2019), and Reference Genome (Rnor_6.0, *Rattus norvegicus* (Norway rat). To extract the DNA methylation sites, CpG sites were narrowed down using a cut-off of *p* < 0.1 in the windowed replication test. The genes in the vicinity of the sites were then extracted.

### 2.3. Bisulfite Sequencing

For bisulfite sequencing analysis, rats with body weights close to the mean were selected from each group (*n* = 3). In short [45], renal genomic DNA was subjected to bisulfite conversion using the BisulFlashTM DNA Modification Kit (Epigentek, Farmingdale, NY, USA), and then amplified using EpiTaqTM HS (for bisulfite-treated DNA) (Takara Bio Inc.) along with prostaglandin E receptor 1 (*Ptger1*) primers (Supplementary Table S4). The amplified PCR products were separated via 1% Agarose-ME gel electrophoresis (Nacalai Tesque, Inc., Tokyo, Japan) and subsequently purified using the Wizard SV Gel and PCR Clean-up System (Promega, Madison, WI, USA). These purified products were ligated into the pGEM-T Easy Vector (Promega) and transformed into *Escherichia coli* DH5α competent cells (Sigma-Aldrich, St. Louis, MO, USA). Plasmid DNA isolation was performed using the Gene EluteTM Plasmid MiniPrep Kit (Sigma-Aldrich). Commercial sequencing was carried out by Eurofins Genomics (Tokyo, Japan), and the obtained sequencing data were analyzed using the Quantification Tool for Methylation Analysis tool (http://quma.cdb.riken.jp/, accessed on 10 August 2019; RIKEN Center for Developmental Biology, Kobe, Japan).

### 2.4. RNA Extraction and qPCR

Total RNA was extracted from kidney samples using the NucleoSpin^®^ TriPrep Kit (Takara Bio Inc.) and reverse transcribed into cDNA using PrimeScriptTM RT Master Mix (Perfect Real Time; Takara Bio Inc.). The gene segments were then amplified from the synthesized cDNA using the Thermal Cycler Dice Real Time System TP800 (Takara Bio Inc.), SYBR^®^ Premix Ex Taq™ (Tli RNaseH Plus; Takara Bio Inc), and specific gene primers (Supplementary Tables S4 and S5). The 18S ribosomal RNA (18S rRNA) and beta-actin (Actb) genes were used as internal controls. Each sample was tested in duplicate for the average Ct value. Actb or 18S rRNA was used to calculate the mean normalized expression values of the target gene transcripts.

### 2.5. DNA Microarray Analysis

For DNA microarray analysis, GeneChip^®^ Rat Genome 230 2.0 Arrays (Affymetrix, Santa Clara, CA, USA) were employed. In short, the pooled renal total RNA (250 ng) from each group was reverse transcribed into double-stranded cDNA using the GeneChip^®^ 3′ IVT Express Kit (Affymetrix). Next, aliquots of the labeled DNA were combined with the hybridization solution at 45 °C for 16 h. After washing and staining, the arrays were scanned using Affymetrix GeneChip Scanner 3000 (Affymetrix). The obtained intensity files were analyzed using the statistical analysis software R version 3.3.2. For intergroup comparison, rank products were utilized after normalizing the intensity files. Expression change was selected when the false discovery rate (FDR) values were <0.2 [46].

### 2.6. Statistical Analysis

All data are presented as mean ± standard error (SE). Statistical analyses were performed using BellCurve for Excel software version 2.15 (Social Survey Research Information Co., Ltd., Tokyo, Japan). The statistical difference between the two groups (D5-CN vs. D5-LP, D10-CN vs. D10-LP, and D28-CN vs. D28-LP) at each offspring age was determined using a two-tailed unpaired Student’s *t*-test. Multiple comparison tests with two factors, namely maternal diet and offspring age, as well as with fetal protein nutrition and postnatal protein nutrition, were determined using a two-way ANOVA and Tukey’s test. Results were considered statistically significant at *p*-values < 0.05.

## 3. Results

### 3.1. Identification of Candidate Genes for Salt-Sensitive Hypertension Using D28 Pups Exposed to a Maternal Low-Protein Diet

By comparing the kidneys of SHRSP pups (D28) exposed to an LP diet (D28-LP) to those of pups exposed to a control diet (D28-CN) during fetal life (Figure 1A and Supplemental Table S6), we searched for candidate genes by integrating data from both methylome and transcriptome profiling (Figure 1B). 

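At D28, the group means of the LP and CN pups differed by more than 1 on the log2 scale at 3 of the 31042 probe sets tested. Marker genes of the inner medulla, among them the water channel *Aqp2* and the aldose reductase *Akr1b1*, averaged 10.98 ± 0.28 (SD, n = 5 arrays) in the D28-CN group and 11.28 ± 0.30 (SD, n = 5 arrays) in the D28-LP group (2-sided exact permutation test, p = 0.119). Marker genes of the cortex, among them the phosphate transporter *Slc34a1* and the slit diaphragm protein *Nphs1*, averaged 11.74 ± 0.28 in the D28-CN group and 11.64 ± 0.28 in the D28-LP group (exact permutation test, p = 0.571). The difference between these means, the medulla minus cortex score, was −0.77 ± 0.53 in the D28-CN group and −0.36 ± 0.57 in the D28-LP group (exact permutation test, p = 0.254). Arrays of the same group lay farther apart in this score than the group means did, from −1.28 to 0.12 in the D28-CN group and from −0.99 to 0.42 in the D28-LP group. The 3′ minus 5′ difference of the beta-actin and GAPDH control probe sets, which grows as RNA degrades, was 0.56 ± 0.06 in the D28-CN group and 0.62 ± 0.10 in the D28-LP group (exact permutation test, p = 0.27).

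The transcriptome data were GeneChip rat arrays of kidneys from male SHRSP pups, the stroke-prone strain of the spontaneously hypertensive rat, with 5 arrays from pups of dams fed 20% casein (D28-CN) and 5 from pups of dams fed 9% casein (D28-LP). The authors normalized the arrays and deposited a log2 value for each probe set and array, with array means between 6.86 and 6.87 at D28. The methods speak of pooled RNA from each group, whereas the sample labels call the arrays biological replicates, so the p-values measure only the spread between these arrays, which may be technical. The diets were assigned to dams, and neither the methods nor the labels tell which litters the pups came from. All p-values here therefore treat as independent pups that may share a dam. From the deposited values, the diet groups were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets other than 57 controls, at the paper's threshold of 0.2. Of the probe sets tested, 20826 carried 1 gene symbol, 436 carried several and 9780 carried none. With changes of known size added to simulated arrays of this comparison, limma recovered 97% of changes of 1.0 and 86% of changes of 0.5 on the log2 scale, with 56 false calls. The simulated probe sets varied independently, whereas on the real D28 arrays the first principal component held 53.1% of the variance. The recovered shares therefore do not show which changes limma could find on the real arrays. The number of arrays limits the precision of each mean.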

A total of 37,673,991 CpG sites were identified from the methylome analysis, with 17,136 CpG sites retrieved at a cut-off value of *p* < 0.10, and 95 genes were identified near the CpG sites. In the transcriptome analysis, 937 probes were extracted from a total of 31,099 probes at a cut-off value of FDR < 0.2, resulting in the identification of 581 genes. Both omics analyses yielded six overlapping genes, including GNAS complex locus (*Gnas*), KN motif and ankyrin repeat domains 3 (*Kank3*), proline- and serine-rich 2 (*Proser2*), *Ptger1*, runt-related transcription factor 1 (*Runx1*), and T-box 3 (*Tbx3*) (Figure 1B and Supplemental Table S7).

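In the D28-LP kidneys, genes of the heat shock and unfolded protein response were higher as a group than in the D28-CN kidneys, with 13 of 13 measured genes above 0 (camera of limma, adjusted p = 7.04e-06, and adjusted p = 0.609 with an estimated correlation). Among them, the inducible chaperone *Hspa1a* differed by 0.64 and the stress-induced transcription factor *Ddit3* by 0.43 on the log2 scale, and 7 of the 13 genes were higher when adjusted over the list alone. Genes of cell proliferation were lower as a group, with 26 of 26 below 0 (camera, adjusted p = 7.04e-06, and adjusted p = 0.628 with an estimated correlation). The proliferation antigen *Mki67* and the replication helicase subunit *Mcm2* each differed by −0.18, and 0 of the 26 genes passed when adjusted over the list alone. Interferon response genes were higher as a group (15 of 17 above 0, camera, adjusted p = 0.00398, and adjusted p = 0.635 with an estimated correlation). *Ifi44* differed by 0.27, whereas *Ifit1*, also induced by interferon, differed by −0.32 and was the 1 gene of this list past the threshold when adjusted over the list alone.

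Immediate early genes, which respond within minutes to stimuli, were higher as a group (10 of 16 above 0, camera, adjusted p = 0.0128, and adjusted p = 0.663 with an estimated correlation), with the nuclear receptor *Nr4a1* at 0.82 and the transcription factor *Klf6* at 0.41. When adjusted over the list alone, 6 of these genes were higher and 1 was lower. Endothelial markers were higher (11 of 13 above 0, camera, adjusted p = 0.00671, and adjusted p = 0.635 with an estimated correlation), as were podocyte markers (8 of 10 above 0, adjusted p = 0.0164, and adjusted p = 0.628 with an estimated correlation) and extracellular matrix genes (25 of 26 above 0, adjusted p = 0.0394, and adjusted p = 0.857 with an estimated correlation). None of these 3 lists had a gene past the threshold when adjusted over the list alone. The endothelial sialomucin *Emcn* differed by 0.21, the podocyte transcription factor *Wt1* by 0.16 and the matricellular growth factor *Ccn2* by 0.98. Genes of skeletal muscle were lower (11 of 13 below 0, camera, adjusted p = 0.00503, and adjusted p = 0.205 with an estimated correlation), with the embryonic myosin *Myh3* at −0.22, and 3 were lower when adjusted over the list alone. Genes of cholesterol and fatty acid synthesis were lower (14 of 17 below 0, camera, adjusted p = 0.018, and adjusted p = 0.628 with an estimated correlation), with the sterol oxidase *Msmo1* at −0.27, and 2 were lower when adjusted over the list alone. The skeletal muscle list was fixed as a marker of other tissue that a kidney sample could hold, and its share was not tested. The other 20 lists tested at D28 had adjusted p from 0.0652 to 0.897. Of the 9 lists, limma's fry called only skeletal muscle (adjusted p = 0.0265). In 25 of 100 splits of the arrays, the real split included, camera called as many lists, so chance could not be excluded.

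Of the 31042 single probe sets, limma called 0 at an adjusted p under 0.2, and the smallest adjusted p was 0.77. An unadjusted p under 0.05 was reached by 1890 probe sets, 915 higher and 975 lower in the D28-LP group, where 1552 are expected by chance. Rank products, the method the paper names, called 932 probe sets when recomputed on the same values, 796 higher and 140 lower in the D28-LP group. The authors' deposited table calls 787 higher and 150 lower without the control probe sets, and 346 of the probe sets it calls had an unadjusted limma p under 0.05. The methods' t-test gave 1841 probe sets at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. With the medulla minus cortex score as a covariate in limma, a fit added after the data were seen, the camera calls for the interferon (adjusted p = 0.452), immediate early (adjusted p = 0.226), endothelial (adjusted p = 0.717), podocyte (adjusted p = 0.336) and extracellular matrix lists (adjusted p = 0.336, with its direction turned) ended. The podocyte call also ended with the mean of all probe sets of each gene (camera of limma, adjusted p = 0.114). Leaving out 1 array ended 6 calls of camera (limma). Without replicate 3 of the D28-LP group the adjusted p of limma's camera was 0.402 for the extracellular matrix, 0.102 for endothelial and 0.083 for podocyte and immediate early genes, and without replicate 3 of the D28-CN group it was 0.98 for the extracellular matrix and 0.147 for the other 3 lists.

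**Figure D1:**
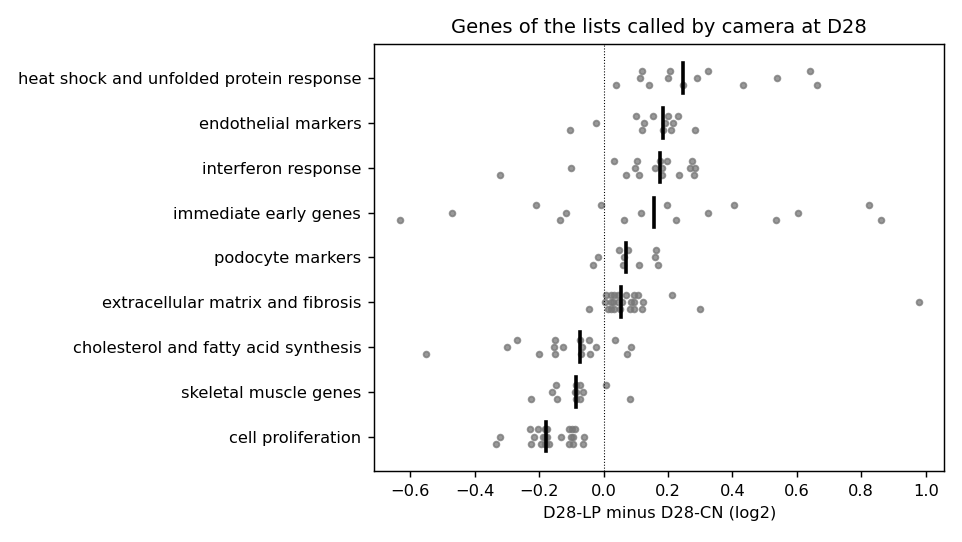
Difference between the D28-LP and D28-CN groups for each gene of the 9 lists called by camera, on the log2 scale. Each point is 1 gene by its brightest probe set and each bar is the median of the list. All 26 proliferation genes lie below 0 and all 13 heat shock genes above 0.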

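On the arrays, the lead probe sets (for each gene, the one with the highest mean over all arrays) of 6 of 6 candidate genes had a higher mean in the D28-LP group than in the D28-CN group, and limma called none of them at an adjusted p under 0.2. The T-box transcription factor *Tbx3* had a mean signal of 7.25 ± 0.47 (SD, n = 5 arrays) in the D28-CN group and 7.99 ± 0.52 (SD, n = 5 arrays) in the D28-LP group, a difference of 0.74 on the log2 scale (SE 0.27, limma, adjusted p = 0.77), with 5 of 5 D28-LP arrays above the D28-CN mean (exact permutation test, p = 0.0635). *Proser2* had 8.37 ± 0.38 in the D28-CN group and 8.83 ± 0.45 in the D28-LP group, a difference of 0.45 (SE 0.22, exact permutation test, p = 0.111). *Kank3*, of a family of ankyrin repeat proteins that act on the actin cytoskeleton, had 8.50 ± 0.40 and 8.83 ± 0.39, a difference of 0.33 (SE 0.21, exact permutation test, p = 0.214). *Runx1*, a transcription factor of blood cell development, had 6.53 ± 0.20 and 6.83 ± 0.33, a difference of 0.29 (SE 0.15, exact permutation test, p = 0.111). The other probe sets of these genes had the same direction and differed by 0.12 to 0.40, with the lowest value from *Tbx3* and the highest from *Proser2*.

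The rank product FDR of the lead probe sets in the authors' deposited table was 0.000308 for *Tbx3*, 0.0342 for *Proser2*, 0.114 for *Kank3* and 0.185 for *Runx1*. Of the 6 candidates, 5 had a limma p under the threshold when adjusted over the list alone, which is not independent evidence because the study chose this list on these samples. With the group means removed, all 6 candidates followed the medulla minus cortex score across the 10 arrays, with Pearson's r from 0.842 to 0.986 (exact permutation p from 6.94e-05 to 0.00167) and Spearman's rho from 0.855 to 0.988 (exact permutation p from 6.94e-05 to 0.00736). Over the 18 relations computed at the 3 ages, the adjusted exact permutation p was 0.00125 to 0.00501 for r and 0.00125 to 0.0221 for rho, and r without the 2 arrays farthest from the median score was 0.745 to 0.957. The first principal component of the D28 arrays also followed the score (r = 0.972), so such a relation is not particular to these genes. The score was tied to the 3′ minus 5′ difference as well (r = 0.794), so it cannot be read as a share of medulla alone. With the score as a covariate, the difference was 0.38 (SE 0.06) for *Tbx3*, 0.16 (SE 0.08) for *Proser2*, 0.13 (SE 0.09) for *Runx1* and 0.05 (SE 0.07) for *Kank3*. Without any 1 array the difference was 0.57 to 0.94 for *Tbx3*, 0.32 to 0.60 for *Proser2*, 0.19 (without replicate 3 of the D28-LP group) to 0.50 (without replicate 2 of the D28-CN group) for *Kank3* and 0.19 to 0.42 (without replicates 3 and 1 of the D28-LP group) for *Runx1*.

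**Figure D2:**
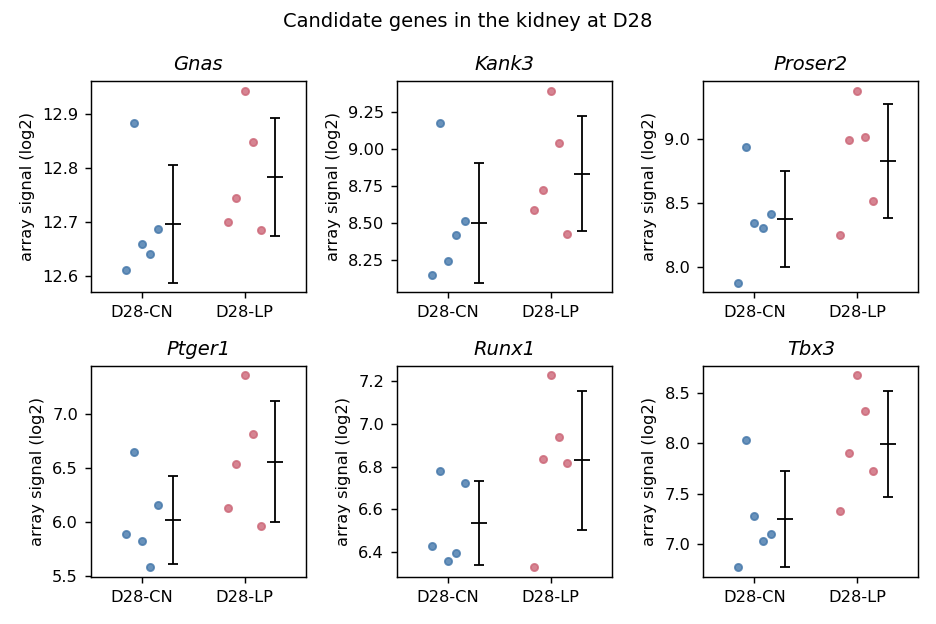
Array signal on the log2 scale of the lead probe set of each candidate gene in the D28-CN and D28-LP groups. Each point is 1 array, with the mean and SD of 5 arrays beside the points. The groups overlap for every gene, and the D28-LP mean is the higher one in all 6.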

Of these six genes, *Gnas* [47], *Ptger1* [48], *Runx1* [49], and *Tbx3* [50] have previously been shown to be associated with hypertension. The mRNA expression of *Gnas* and *Ptger1* in the D28-LP group was significantly increased compared with that in the D28-CN group (Figure 1C). 

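The arrays measured kidneys of the same groups, whereas the values of Figure 1C are from RT-qPCR. *Ptger1*, which encodes the prostaglandin E2 receptor EP1, had a signal of 6.02 ± 0.41 (SD, n = 5 arrays) in the D28-CN group and 6.56 ± 0.56 (SD, n = 5 arrays) in the D28-LP group. The difference of 0.54 on the log2 scale (SE 0.26), a fold of 1.45, did not pass the threshold (limma, adjusted p = 0.77), and 4 of 5 D28-LP arrays lay above the D28-CN mean (exact permutation test, p = 0.127). A further probe set of *Ptger1* differed by −0.05 (limma, adjusted p = 0.852). *Gnas*, which encodes the stimulatory G protein alpha subunit, had 12.70 ± 0.11 in the D28-CN group and 12.78 ± 0.11 in the D28-LP group by its lead probe set, a difference of 0.09 (SE 0.07, limma, adjusted p = 0.787, exact permutation test, p = 0.214). Without any 1 array this difference was 0.05 (without replicate 3 of the D28-LP group) to 0.13 (without replicate 2 of the D28-CN group). Its other probe sets differed by 0.31 and 0.35.

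In the authors' deposited table the rank product FDR for higher expression in the D28-LP group was 0.00919 for *Ptger1*, and 1.12 for the lead and 0.142 and 0.106 for the other probe sets of *Gnas*. *Ptger1* followed the medulla minus cortex score across the 10 arrays with the group means removed (r = 0.917, exact permutation p = 0.00167, adjusted exact p = 0.00501, rho = 0.855, exact permutation p = 0.00736, adjusted exact p = 0.0221, 18 relations), and r was 0.761 without the 2 arrays farthest from the median score. With the score as a covariate its difference was 0.21 (SE 0.12, limma, adjusted p = 0.94), and without replicate 3 of the D28-LP group it was 0.34. As for the other candidates, the score cannot be read here as a share of medulla alone. By RT-qPCR the paper reports higher mRNA expression of both genes. It follows *Ptger1* because how *Gnas* relates to renal physiology and blood pressure is unclear.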

Although *Gnas* may be involved in blood pressure regulation [51], the precise causal relationship between *Gnas,* blood pressure regulation, and renal physiology remains unclear [47,52]. Therefore, herein, we focused on the candidate gene *Ptger1*. In addition, we examined the mRNA expression of the seven genes closely associated with kidney disease that fluctuated only during the methylome analysis. However, no significant difference in the mRNA expression of these genes was found between the D28-LP and D28-CN groups (Supplemental Table S8).

### 3.2. DNA Methylation Status of Ptger1 CpG Island in D28 Pup Kidneys

The DNA methylation status of the *Ptger1* CpG island was evaluated using the bisulfite sequencing method and primers designed for three regions (*Ptger1* CpG islands ①, ②, ③), in order of proximity to the transcription start site (TSS; Figure 1D). The results showed that the total DNA methylation levels corresponded to the methylome analysis patterns (Figure 1E,F). Among the 23 CpG sites evaluated in CpG island ①, the methylation levels of seven CpG sites (TSS: +740, +786, +789, +818, +821, +839, and +901 bp) had significantly increased in the D28-LP group (Figure 1G,H). Furthermore, although the methylation levels of the *Ptger1* CpG island partial sites in CpG islands ② (215 bp, 18 CpG) and ③ (263 bp, 28 CpG) had significantly increased in the D28-LP group, total methylation levels did not differ significantly between the D28-LP and D28-CN groups (Supplemental Figure S1).

### 3.3. DNA Methylation Status of the Ptger1 Promoter Region in D28 Pup Kidneys

The DNA methylation status of the *Ptger1* promoter region, which is closely related to the regulation of gene expression, was further evaluated via bisulfite sequencing (Supplemental Figures S2 and S3). Among the evaluated CpG sites, the DNA methylation levels of nine CpG sites in the D28-LP group showed no differences from those in the D28-CN group, except for methylation of the +180 CpG site, which was significantly reduced (Supplemental Figure S3f).

### 3.4. Ptger1 mRNA Expression from D5 to D28 in the Kidneys of Pups Exposed to a Fetal Low-Protein Diet

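At D5, *Axin2*, a feedback inhibitor and target of Wnt signalling, rose from 7.05 ± 0.08 (SD, n = 5 arrays) in the D5-CN group to 7.57 ± 0.12 (SD, n = 5 arrays) in the D5-LP group, a difference of 0.52 on the log2 scale (SE 0.07, limma, adjusted p = 0.127), in 5 of 5 D5-LP arrays (exact permutation test, p = 0.00794, the smallest that 5 arrays against 5 allow). *Col15a1*, a basement membrane collagen, rose from 7.47 ± 0.10 to 7.94 ± 0.09, a difference of 0.47 (SE 0.06, limma, adjusted p = 0.128), also in 5 of 5 arrays. These were the 2 probe sets that limma called at D5 among 31042, where 2541 had an unadjusted p under 0.05, 1465 higher and 1076 lower in the D5-LP group. Since both were picked by their calls and by all 5 D5-LP arrays lying on 1 side, the 5 of 5 arrays and the exact p add no support. In 11 of 100 splits of the arrays, the real split included, limma called as many probe sets, so chance could not be excluded. Rank products recomputed on the same values called 654, and the authors' deposited table calls 473 higher and 199 lower, both *Axin2* and *Col15a1* among them. Both limma calls ended with all 30 arrays in 1 fit (adjusted p = 0.695 for *Axin2* and 0.626 for *Col15a1*), when any 1 of 7 of the 10 arrays was left out, and also without replicates 2 and 3 of the D5-CN group, at adjusted p = 0.493 for *Axin2* and 0.523 for *Col15a1*. The differences stayed at 0.47 to 0.55 for *Axin2* and 0.44 to 0.50 for *Col15a1* without any 1 array, were 0.51 and 0.40 without these 2 arrays, and were 0.52 and 0.47 in the fit of 30 arrays.

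Among the gene lists at D5, extracellular matrix genes were higher as a group in the D5-LP kidneys (24 of 26 above 0, camera of limma, adjusted p = 4.35e-10, and adjusted p = 0.518 with an estimated correlation), and 16 of them were higher when adjusted over the list alone. The matricellular protein *Sparc* differed by 0.32 and the integrin ligand *Tgfbi* by 0.28. Endothelial markers were higher (13 of 13 above 0, camera, adjusted p = 3.12e-07, and adjusted p = 0.518 with an estimated correlation), with the angiopoietin receptor *Tek* at 0.30 and 10 genes higher when adjusted over the list alone. Genes of cell proliferation were lower (26 of 26 below 0, camera, adjusted p = 3.12e-07, and adjusted p = 0.589 with an estimated correlation), with the cyclin *Ccna2* at −0.28 and 10 genes lower when adjusted over the list alone. Circadian clock genes were higher (13 of 17 above 0, camera, adjusted p = 5.37e-05, and adjusted p = 0.429 with an estimated correlation), with the nuclear receptor *Nr1d1* at 0.45, the period gene *Per1* at 0.27 and 9 genes higher when adjusted over the list alone. Markers of the loop and distal nephron were higher (16 of 20 above 0, camera, adjusted p = 0.000107, and adjusted p = 0.589 with an estimated correlation), with the calcium-sensing receptor *Casr* at 0.26 and the prostaglandin receptor *Ptger3* at 0.33, and 10 genes were higher and 1 was lower when adjusted over the list alone. Genes of insulin-like growth factor and nutrient signalling were higher (19 of 24 above 0, camera, adjusted p = 0.00528, and adjusted p = 0.196 with an estimated correlation), with the mTORC1 inhibitor *Ddit4* at 0.37, and 3 were higher when adjusted over the list alone.

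Podocyte markers were higher (8 of 10 above 0, camera, adjusted p = 0.008, and adjusted p = 0.606 with an estimated correlation), with the actin crosslinker *Actn4* at 0.23, the 1 gene higher when adjusted over the list alone. This call ended with the medulla minus cortex score as a covariate (camera of limma, adjusted p = 0.356) and without replicates 2 and 3 of the D5-CN group (adjusted p = 0.713), or without replicate 3 of the D5-CN group or 5 of the D5-LP group (adjusted p = 0.081 and 0.0631). At D5 the inner medulla and cortex means did not run opposite over the 10 arrays with group means removed (r = 0.461, exact permutation p = 0.178, rho = 0.0788, exact permutation p = 0.85, and r = −0.699 without the 2 arrays farthest from the median score), so it is not settled whether the score follows a share of medulla there, and *Nphs1* is in both the score and this list. Genes of sodium and chloride transport (19 of 24 above 0, camera, adjusted p = 0.0367, and adjusted p = 0.606 with an estimated correlation, 0 adjusted over the list alone), water and urea transport (8 of 11 above 0, adjusted p = 0.0487, and adjusted p = 0.589 with an estimated correlation, 1 adjusted over the list alone) and red blood cells (3 of 6 above 0, adjusted p = 0.0487, and adjusted p = 0.589 with an estimated correlation, 2 adjusted over the list alone) were also higher. With the mean of all probe sets of each gene, the calls for water and urea transport (camera of limma, adjusted p = 0.0734) and red blood cells (adjusted p = 0.051) ended. The call for sodium and chloride transport ended without any 1 of 5 arrays (camera of limma, adjusted p from 0.0838 to 0.24), that for water and urea transport without any 1 of 7 (0.0526 to 0.213) and that for red blood cells without any 1 of 6 (0.0561 to 0.301). In the last 2 lists, the urea transporter *Slc14a1* differed by 0.76 and the heme synthesis enzyme *Alas2* by 0.47. The red blood cell list was fixed as a marker of blood that a kidney sample could hold, and its share was not tested. The other 19 lists tested at D5 had adjusted p from 0.0817 to 0.946. Of the 10 lists, limma's fry called only insulin-like growth factor and nutrient signalling (adjusted p = 0.0378). In 37 of 100 splits of the arrays, the real split included, camera called as many lists, so chance could not be excluded.

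**Figure D3:**
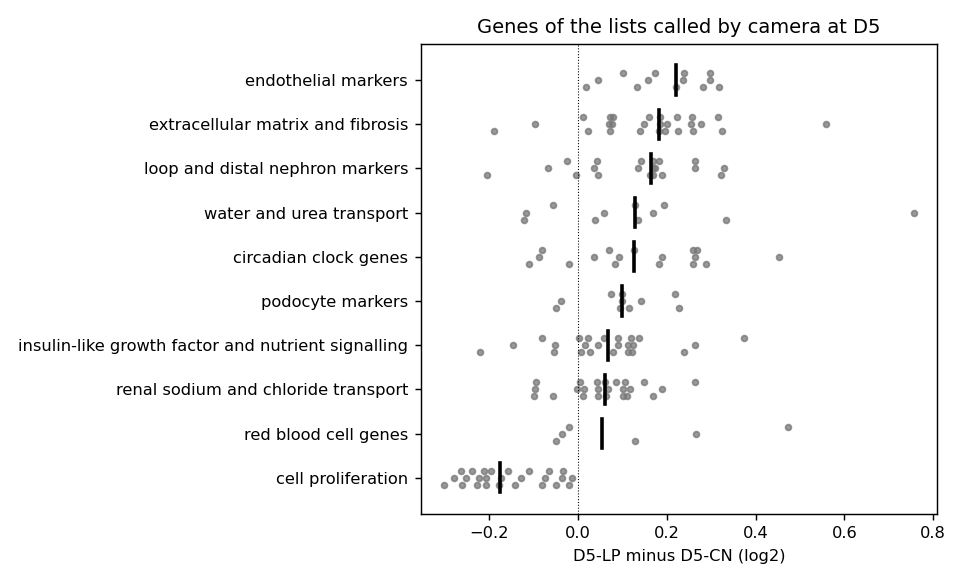
Difference between the D5-LP and D5-CN groups for each gene of the 10 lists called by camera, on the log2 scale. Each point is 1 gene by its brightest probe set and each bar is the median of the list. All 26 proliferation genes lie below 0 and all 13 endothelial markers above 0.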

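At D10, macrophage and inflammation markers were lower as a group in the D10-LP kidneys than in the D10-CN kidneys (20 of 24 below 0, camera of limma, adjusted p = 1.41e-05, and adjusted p = 0.969 with an estimated correlation). The macrophage lysozyme *Lyz2* differed by −0.53 on the log2 scale, from 10.07 ± 0.21 (SD, n = 5 arrays) to 9.53 ± 0.32 (SD, n = 5 arrays), and 4 genes were lower when adjusted over the list alone. Adipose tissue genes were higher (9 of 11 above 0, camera, adjusted p = 0.0182, and adjusted p = 0.969 with an estimated correlation), with the lipoprotein lipase *Lpl* at 0.38 and the adipsin gene *Cfd* at 0.74 (0.43 without replicate 2 and 1.16 without replicate 5 of the D10-LP group). Genes of cholesterol and fatty acid synthesis were higher (15 of 17 above 0, camera, adjusted p = 0.0182, and adjusted p = 0.969 with an estimated correlation), with the mevalonate pathway enzyme *Mvd* at 0.18 and the lipogenic transcription factor *Srebf1* at 0.16. Neither list had a gene past the threshold when adjusted over the list alone, and each call ended when any 1 of 5 of the 10 arrays was left out, replicates 3 and 5 of the D10-CN group and replicates 1 and 2 of the D10-LP group in both, with replicate 4 of the D10-LP group for the adipose and replicate 5 for the cholesterol genes (camera of limma, adjusted p from 0.0603 to 0.314 and from 0.0603 to 0.245). The cholesterol call also ended with the mean of all probe sets of each gene (camera of limma, adjusted p = 0.0686). The adipose list was fixed as a marker of other tissue that a kidney sample could hold, and its share was not tested. The other 26 lists tested at D10 had adjusted p from 0.141 to 0.92. None of the lists was called by limma's fry at D10 (smallest adjusted p = 0.997). In 93 of 100 splits of the arrays, the real split included, camera called as many lists, so chance could not be excluded. Of the single probe sets, limma called 0 at D10 (smallest adjusted p = 0.463), and 1558 had an unadjusted p under 0.05, 609 higher and 949 lower in the D10-LP group. Rank products recomputed on the same values called 230, the authors' deposited table calls 186 higher and 51 lower, and the methods' t-test gave 1790 unadjusted and 1 after Benjamini-Hochberg adjustment.

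The arrays of D5 and D10 pups were made and deposited as those of D28 pups, with 5 arrays for each diet at each age. Array means were 6.92 to 6.94 at D5 and 6.85 to 6.87 at D10, and whether the ages were normalized together is not known. Levels were therefore not compared between ages, and contrasts of the diet effect between ages carry this limit. The medulla minus cortex score was higher by 0.15 in the D5-LP group than in the D5-CN group (exact permutation test, p = 0.214), and was −0.80 ± 0.32 and −0.63 ± 0.25 in the D10-CN and D10-LP groups (exact permutation test, p = 0.389). The 3′ minus 5′ difference of the control probe sets was 0.54 ± 0.12 and 0.55 ± 0.07 at D5 (exact permutation test, p = 0.952) and 0.57 ± 0.12 and 0.59 ± 0.15 at D10 (exact permutation test, p = 0.849). The mean of 18 genes of proteins made mainly by the liver, such as albumin (*Alb*), was 8.10 and 7.70 in replicates 2 and 3 of the D5-CN group and 5.85 to 6.79 in the other 8 arrays at D5. In simulated arrays of these comparisons, limma recovered 97% of changes of 1.0 and 91% of changes of 0.5 on the log2 scale at D5. At D10 it recovered 95% and 72%, with 42 false calls at D5 and 53 at D10. These simulated probe sets also varied independently, so the shares do not carry over to the real arrays.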

We tested D5 and D10 pup kidney samples to investigate any differences in *Ptger1* expression immediately after birth, as well as the changes in expression over time during the early life stages from lactation to adolescence (Figure 2A). 

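The signal of *Ptger1* on the arrays was higher in the LP group at both ages, without passing the threshold over all probe sets. It lay below the median signal of the arrays, which was 6.82 to 6.87 at D5 and 6.76 to 6.83 at D10. At D5 it was 5.25 ± 0.22 (SD, n = 5 arrays) in the D5-CN group and 5.50 ± 0.21 (SD, n = 5 arrays) in the D5-LP group, a difference of 0.25 on the log2 scale (SE 0.12, limma, adjusted p = 0.613), with 4 of 5 D5-LP arrays above the D5-CN mean (exact permutation test, p = 0.0952). At D10 it was 5.18 ± 0.11 in the D10-CN group and 5.35 ± 0.11 in the D10-LP group, a difference of 0.17 (SE 0.07, limma, adjusted p = 0.968), with 5 of 5 D10-LP arrays above the D10-CN mean (exact permutation test, p = 0.0397). The further *Ptger1* probe set differed by 0.02 at D5 and by 0.15 at D10. The diet effect at D10 minus that at D5 was −0.08 (limma, adjusted p = 0.999). In the authors' deposited tables the rank product FDR of *Ptger1* for higher expression in the LP group was 0.241 at D5 and 0.871 at D10. Without replicates 2 and 3 of the D5-CN group, the arrays with the highest signal of liver-made proteins, the D5 difference was 0.11. The arrays measured kidneys of the same groups, whereas the paper measured *Ptger1* at these ages by RT-qPCR, and age was not tested on the arrays because it is not known whether the ages were normalized together.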

An evaluation of the effects of maternal diet and offspring age at D5 and D10 showed significant differences in *Ptger1* expression for all factors (maternal diet, offspring age, and maternal diet × offspring age (interaction)). A significant increase was observed in renal *Ptger1* mRNA expression in the D10-LP and D28-LP rats compared with that in the D5-LP rats (Figure 2B). The restricted maternal diet also resulted in increased *Ptger1* mRNA expression, with D28-LP pups showing the most significant differences in *Ptger1* mRNA compared with that in the D28-CN pups (Figure 2B).

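On the arrays, the diet effect on *Ptger1* at D28 minus that at D5 was 0.29 on the log2 scale (SE 0.26, limma, adjusted p = 1), which did not pass the threshold. The effect at D28 minus that at D10 was 0.37 (SE 0.26, limma, adjusted p = 0.935). Over all probe sets, limma called 0 at an adjusted p under 0.2 in the comparison of D28 with D5, where 1349 had an unadjusted p under 0.05, 0 of D10 with D5 (1441) and 0 of D28 with D10 (1149), and no other tool was run for these contrasts. In simulated arrays, limma recovered 93% of such differences of 1.0 and 77% of those of 0.5 between D28 and D5, with 65 false calls. These simulated probe sets varied independently too, unlike those of the real arrays. These contrasts rest on the difference between diets within each age. A normalization or probe summary run within each age could have scaled that difference differently between ages, which was not tested. With the medulla minus cortex score as a covariate, the difference between D28 and D5 was 0.03, and without replicate 3 of the D28-LP group it was 0.09. The paper states from the RT-qPCR values of Figure 2B that the difference between the diets was most significant at D28, and later proposes that the changes become apparent gradually with growth.

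**Figure D4:**
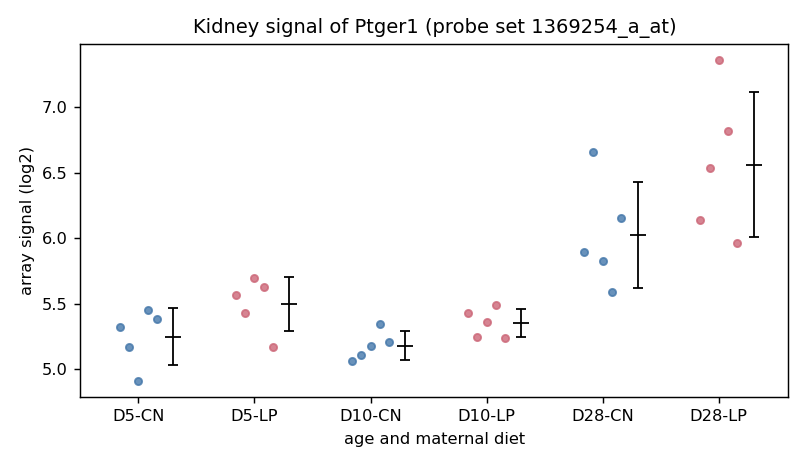
Array signal of *Ptger1* on the log2 scale in the CN and LP groups at D5, D10 and D28. Each point is 1 array, with the mean and SD of 5 arrays beside the points. The LP mean is the higher one at each age, and levels are not compared between ages because it is not known whether the ages were normalized together.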

### 3.5. DNA Methylation Status of Ptger1 CpG Islands from D5 to D28 in the Kidneys of Pups Exposed to a Fetal Low-Protein Diet

Total DNA methylation levels of *Ptger1* CpG islands differed significantly based on either maternal diet or offspring age, but not both (interaction). The total DNA methylation level of *Ptger1* CpG islands was significantly increased in LP versus CN groups at all ages (Figure 2C). In terms of the effect that offspring age had (Figure 2C), the total DNA methylation level of *Ptger1* CpG islands was significantly decreased in the D28 groups compared to that in the D5 or D10 groups regardless of maternal diet. Furthermore, the total DNA methylation level of *Ptger1* CpG islands was significantly increased in D10-LP vs. D10-CN rats and D28-LP vs. D28-CN rats (Figure 2D).

Subsequently, the DNA methylation level of each CpG site in *Ptger1* CpG island ① was analyzed considering only the maternal diet factor at D5, D10, and D28. The DNA methylation levels of the three CpG sites (position from TSS: +796, +879, and +905 bp) in *Ptger1* CpG island ① were significantly increased in the D5-LP group compared with those in the D5-CN group (Figure 2D,E). Similarly, an increasing trend of methylation at four CpG sites (TSS: +754, +786, +818, and +879 bp) was observed in the D10-LP group compared with that in the D10-CN group (Figure 2F,G). When examining the overall DNA methylation patterns of the *Ptger1* CpG islands, the DNA methylation level at each CpG site in the D5 and D10 groups was similar to and higher than that in the D28 groups, respectively (Figure 2D–G).

No significant differences were observed in the DNA methylation status of the *Ptger1* promoter region in pup kidneys from D5 to D28 based on maternal diet or offspring age (Supplemental Figure S2).

### 3.6. Ptger1 mRNA Expression in the Kidneys of D42 Pups Exposed to Postnatal Low- and High-Protein Diets

To investigate the effect of post-weaning LP or HP diets on the upregulation of *Ptger1* induced by maternal LP exposure, male offspring were assigned CN diets (mCN-CN or mLP-CN), LP diets (mCN-LP or mLP-LP), or HP diets (mCN-HP or mLP-HP) (Figure 3A and Supplemental Figure S4). Significant differences in renal *Ptger1* mRNA expression were observed after fetal exposure to an LP diet. *Ptger1* mRNA expression was significantly higher in the mLP-CN and mLP-HP groups than in the mCN-CN and mCN-HP groups, respectively (Figure 3B). There were no significant differences observed between the renal *Ptger1* levels of these groups when considering only the offspring diet factor or the combination of maternal diet × offspring diet.

### 3.7. DNA Methylation Status of Ptger1 CpG Island in the D42 Pup Kidneys Exposed to Postnatal Low- and High-Protein Diets

Significant differences were observed in the total DNA methylation levels of renal *Ptger1* CpG islands among different groups due to fetal exposure to a maternal LP diet. Total DNA methylation levels were significantly higher in the mLP-CN group than in the mCN-CN group, and in the mLP-HP group than in the mCN-HP group (Figure 3C). Correspondingly, significant differences were observed in the DNA methylation level at each CpG site (TSS: +680, +686, +721, +740, +748, +754, +783, +786, +789, +792, +796, +818, +821, +862, +866, +879, +897, +901, and +905 bp) (Figure 3D,E). The dietary protein levels of rats after weaning also affected the total DNA methylation levels of the renal *Ptger1* CpG islands, with significantly decreased levels observed in the mLP-LP and mLP-HP groups compared to those in the mLP-CN group (Figure 3C). Moreover, significant differences were observed in the methylation level at each CpG site (TSS: +740, +754, +783, +786, +789, +792, +796, +818, +839, +862, and +897 bp) (Figure 3D,E). Furthermore, fetal exposure to the maternal LP diet in the mLP-CN and mLP-HP groups significantly increased the total DNA methylation levels of the *Ptger1* CpG island compared with those in the mCN-CN and mCN-HP groups, respectively. In addition, total DNA methylation levels of the *Ptger1* CpG islands were significantly reduced in the mLP-LP and mLP-HP groups compared with those in the mLP-CN group, indicating an effect of different dietary protein levels after birth (Figure 3C). Corresponding significant differences were also observed in the DNA methylation level at each CpG site (TSS: +748, +796, +818, +839, +862, +879, +897, and +901 bp) (Figure 3D,E).

Overall, we revealed that maternal protein restriction during gestation modulates the DNA methylation status and significantly upregulates the expression of renal *Ptger1* associated with hypertension in offspring. Moreover, renal *Ptger1* DNA methylation is characterized by notable hypermethylation of CpG islands within the gene coding region and hypomethylation in promoter regions. Additionally, we observed that changes in fetal *Ptger1* DNA methylation status after birth were preserved and enhanced, strongly supporting the stable conservation of this epigenetic marker. On another note, we observed that the intake of low- or high-protein diets for 2 weeks post weaning significantly reduced DNA hypermethylation, suggesting that post-weaning low- or high-protein diets could modify *Ptger1* DNA hypermethylation arising from fetal malnutrition.

## 4. Discussion

Epigenetic modifications induced by maternal nutritional imbalances during gestation play a pivotal role in the pathogenesis of hypertension in offspring. This study was built upon the findings of our previous research in which we revealed the adverse effects of exposing SHRSP offspring to an LP diet during fetal development. This exposure led to heightened blood pressure and decreased longevity, with these impacts transmitted to the next generation. These findings raise the possibility that maternal malnutrition may influence the offspring’s health by manipulating the epigenome. However, the underlying mechanisms of maternal–offspring crosstalk through epigenetic regulation remain unclear. Our present study reveals that maternal protein restriction during gestation triggers significant DNA methylation alterations and heightened expression of renal *Ptger1*, an identified factor associated with hypertension in offspring.

Modifications in DNA methylation and the resulting gene expression changes in the kidney play a prominent role in the onset of salt-sensitive hypertension following fetal exposure to a maternal LP diet. Through a comprehensive methylome and transcriptome analysis, our study reveals the underlying molecular mechanism underpinning DNA methylation regulation in response to maternal protein restriction under different nutritional conditions. We identified *Gnas*, *Kank3*, *Proser2*, *Ptger1*, *Runx1*, and *Tbx3* as candidate genes in pup kidneys that showed fluctuating expression in both omics analyses. Fetal exposure to a maternal LP diet-induced hypomethylation and an increased expression of *Gnas*, as well as hypermethylation and an increased expression of *Ptger1*. Interestingly, the results obtained from our pups showed similar fluctuations in the renal *Ptger1* gene expression as previously reported in adult offspring (weeks 12) with salt-induced hypertension [45].

*Ptger1* encodes the prostaglandin E2 (PGE2) receptor EP1 subtype (EP1), which is involved in renal sodium retention [53,54]. PGE2 plays a pivotal role in blood pressure regulation, either by directly affecting sodium and water retention or by indirectly activating the renin–angiotensin aldosterone system [55,56]. Notably, the administration of PGE2 or EP1 antagonists can alleviate renal dysfunction in the hypertensive SHRSP model, which leads to the development of renal fibrosis with progressing hypertension [57]. Of particular relevance to our study, the *Ptger1* gene has a 791-bp CpG island containing 78 CpG sites. Within this context, our investigation delved into the DNA methylation statuses of 69 CpG sites, specifically within the region from +654 to +1420 bp relative to the TSS. Notably, our results revealed a notable hypermethylation of the *Ptger1* CpG islands in pups exposed to an LP diet during the fetal period. More precisely, we observed a statistically significant increase in methylation at 23 CpG sites located from +652 to +953 bp from the TSS (Figure 1F), with the greatest concentration between +740 and +839 bp. Interestingly, our previous study [45], focusing on adult offspring exposed to an LP diet during fetal life, also showed a significant hypermethylation pattern at 23 CpG sites between +652 and +953 bp. This consistency in methylation variability underscores the relevance of our current findings and their alignment with our previous work.

The methylation status of *Ptger1* exhibited noteworthy patterns in response to fetal exposure to an LP diet. Within the *Ptger1* CpG islands, our analysis revealed a significant increase in methylation levels. In contrast, the DNA methylation level of the *Ptger1* promoter region, spanning 10 CpG sites located between TSS −318 and +243 bp, decreased although not significantly. Moreover, a significant reduction at CpG sites concentrated around +180 bp from the TSS (Supplemental Figure S3) was observed. These findings collectively suggest that pups exposed to an LP diet during the fetal period developed a dual epigenetic profile characterized by hypermethylation within the *Ptger1* CpG islands and hypomethylation in the promoter regions. Importantly, these epigenetic changes appear to be associated with increased *Ptger1* mRNA expression. This finding is consistent with reports indicating that the DNA methylation status of promoter regions is negatively correlated with gene expression, whereas that within the genes is positively correlated with gene expression [58,59]. Taken together, these findings implicate that the methylation status of *Ptger1* may be a significant epigenetic marker in the development of salt-sensitive hypertension resulting from fetal exposure to a maternal LP diet. This insight underscores the potential relevance of *Ptger1*’s epigenetic regulation in elucidating the mechanisms underpinning hypertension in this context.

Notably, herein, prenatal LP diet exposure resulted in increased renal *Ptger1* expression between postnatal days 5 and 28 compared with that in the maternal control diet group (Figure 2B). To ensure the reliability of our findings, we assessed the expression levels of several reference genes, including *glyceraldehyde-3-phosphate dehydrogenase* (*Gapdh*), *TATA-binding protein*, *glucuronidase beta*, and *beta-actin* (*Actb)*, as evidenced by Barent et al. [60]. These reference genes, which served as endogenous controls in the kidneys of male pups exposed to a maternal LP diet, were not affected at 28, 65, and 150 days after birth. Importantly, consistent with this, neither the fetal LP diet nor age-related alterations had any impact on *Actb* expression in our study. 

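The arrays carry control probe sets for beta-actin and GAPDH. The 3′ beta-actin probe set had a signal of 13.30 ± 0.03 (SD, n = 5 arrays) in the D28-CN group and 13.31 ± 0.03 (SD, n = 5 arrays) in the D28-LP group, a difference of 0.01 on the log2 scale (exact permutation test, p = 0.492). At D5 it was 13.33 ± 0.04 and 13.39 ± 0.02, a difference of 0.05 (exact permutation test, p = 0.0476), and at D10 the difference was 0.06 (exact permutation test, p = 0.222). The middle beta-actin probe set differed by 0.08 at D5 (exact permutation test, p = 0.0397), 0.06 at D10 (exact permutation test, p = 0.0952) and −0.03 at D28 (exact permutation test, p = 0.508). The 3′ GAPDH probe set differed by −0.01, −0.03 and −0.05 at D5, D10 and D28 (exact permutation p = 0.706, 0.762 and 0.397). *Tbp*, the TATA-binding protein, differed by −0.11 at D5, from 8.64 ± 0.05 to 8.53 ± 0.07 (limma, adjusted p = 0.63, exact permutation test, p = 0.0476), by 0.12 at D10 and by −0.04 at D28. *Gusb*, the lysosomal beta-glucuronidase, differed by 0.05, −0.05 and −0.03. The exact p-values are not adjusted for the number of probe sets. Effects of age were not tested on the arrays, since it is not known whether the ages were normalized together.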

In light of these consistent observations, our results indicate that, besides the endogenous control gene, fluctuations in *Ptger1* expression are responsible for the high renal *Ptger1* mRNA expression in male SHRSP pups exposed to an LP diet during the fetal period, and that these changes may gradually become apparent with growth. This underscores the importance of considering both temporal and dietary factors in understanding the dynamics of *Ptger1* expression in the context of maternal LP diet exposure.

During the course of our study, we observed considerable alterations in DNA methylation levels from lactation to juvenile ages (postnatal days 5 to 28) in the control and fetal LP-exposed groups, indicating that hypermethylation had occurred by postnatal day 5 (Figure 2C). Overall, the DNA methylation patterns at each CpG site located in the CpG islands of *Ptger1* were remarkably similar at postnatal days 5 and 10. However, specific CpG sites revealed substantial variations and trends from early lactation through juvenile phases, with postnatal day 28 having the largest number of changed CpG sites (Figure 1G,H). These results collectively suggest that the DNA methylation status of specific CpG sites in the *Ptger1* CpG island is not always strongly conserved in pups; however, DNA methylation of CpG sites near this region could develop with increasing age. On the other hand, within the *Ptger1* promoter region, no significant changes in DNA methylation levels were observed over time or in response to fetal exposure to a maternal LP diet, suggesting that they do not affect *Ptger1* expression during the lactation and juvenile stages. However, it is worth noting that, owing to the tendency toward hypomethylation in the promoter region of renal *Ptger1* due to fetal exposure to a maternal LP diet, alterations in the DNA methylation status of this region with growth require further investigation. Additionally, there were no differences in the expression levels of EP1 (that is encoded by *Ptger1*) in pups on postnatal days 5, 10, and 28, indicating that even if *Ptger1* mRNA expression levels fluctuate, changes in protein expression levels are not apparent in early life. In summary, these findings revealed that pups exposed to an LP diet during the fetal period were in a hypermethylated state of *Ptger1* CpG islands as early as postnatal day 5. The effects on *Ptger1* mRNA expression became apparent as early as postnatal day 10, but EP1 expression levels were unaffected up to postnatal day 28. Nevertheless, it is important to acknowledge that while our study sheds light on these associations, further experimental investigations are imperative to verify the functional role of *Ptger1* in the physiological changes observed in our study. This underscores the need for continued research in this field to advance our understanding of the underlying mechanisms.

The impact of disease predisposition stemming from the prenatal nutritional environment can interact with the postnatal environment, and the extent of this interaction can markedly influence disease risk. Specifically, the larger the gap between the prenatal and postnatal environments, the more pronounced the disease risk becomes [61,62]. For instance, a malnourished fetal environment coupled with a high-energy postnatal environment (e.g., from a high-fat diet) increases the risk of diseases, such as obesity, compared to that in pups with more nutritionally equivalent pre- and postnatal environments [63,64]. Therefore, we predicted that prenatal LP and postnatal HP diet intakes would cause variations in the DNA methylation status and gene expression due to the large nutritional gap. In contrast, pre- and postnatal LP diet intake would likely have milder effects. Our investigation validated these expectations by confirming hypermethylation of the CpG island and an increased mRNA expression of *Ptger1* in the kidney of six-week-old pups exposed to an LP diet during fetal life and subsequently fed a normal diet for two weeks post weaning (Figure 3). These results validate the conservation of renal *Ptger1* fluctuations reported here and in previous studies, as well as the possibility that the methylation of *Ptger1* is a crucial epigenetic marker of fetal LP diet-induced salt-sensitive hypertension. Notably, we observed a significant reduction in DNA hypermethylation when pups were fed either an LP diet or an HP diet two weeks after weaning. In particular, this observation contradicts our initial predictions that DNA methylation levels would remain relatively stable in pups fed an LP diet after birth. Thus, it appears that both LP and HP postnatal diets could potentially modulate or reset *Ptger1* DNA hypermethylation caused by fetal exposure to a maternal LP diet. However, the increase in *Ptger1* mRNA expression was not significantly changed by either LP or HP postnatal diets. It is worth considering that the time durations of the postnatal diets in this study may have been insufficient to detect significant changes in *Ptger1* overexpression, which may become more apparent with extended durations.

In summary, while previous studies have focused on ameliorating maternal diet-induced disease risk during gestation and lactation, this study underscores that the negative effects can also be modulated during the post-weaning stage. This finding provides additional flexibility for prevention strategies against salt-sensitive hypertension, emphasizing the importance of considering both prenatal and postnatal dietary factors in disease risk mitigation. However, it is essential to acknowledge that the short duration of our postnatal dietary interventions might have limited our ability to detect changes in *Ptger1* expression fully, highlighting the need for further research with extended post-weaning periods.

## 5. Conclusions

We found that under fetal exposure to a maternal LP diet, DNA hypermethylation of the renal *Ptger1* CpG island is positively associated with a high mRNA expression of *Ptger1* from birth to infancy, which is stably conserved (Figure 4). Importantly, this epigenetic variation in *Ptger1* is linked to disease risk imprinted during fetal life and could be reprogrammed by manipulating the postnatal diet. Although further human application studies are needed, this study identified potential epigenetic biomarkers and therapeutic targets for fetal LP diet-induced salt-sensitive hypertension, as well as preventive nutritional intervention strategies that can be implemented outside of the fetal and infancy stages. Given the goal of reducing cardiovascular disease in humans, it is critical to ascertain whether similar mechanisms control the development of human offspring. This necessitates a pressing requirement to enhance our comprehension of the precise manner and contextual conditions under which interventions should be directed toward modulating the nutritional status of offspring. Therefore, further exploration of the nutritional environment and the components that can reset the disease predispositions imprinted in the fetus is expected to provide individualized nutritional guidance and lead to the development of effective diets to reduce hypertension risk.

## Figures and Tables

**Figure 1:**
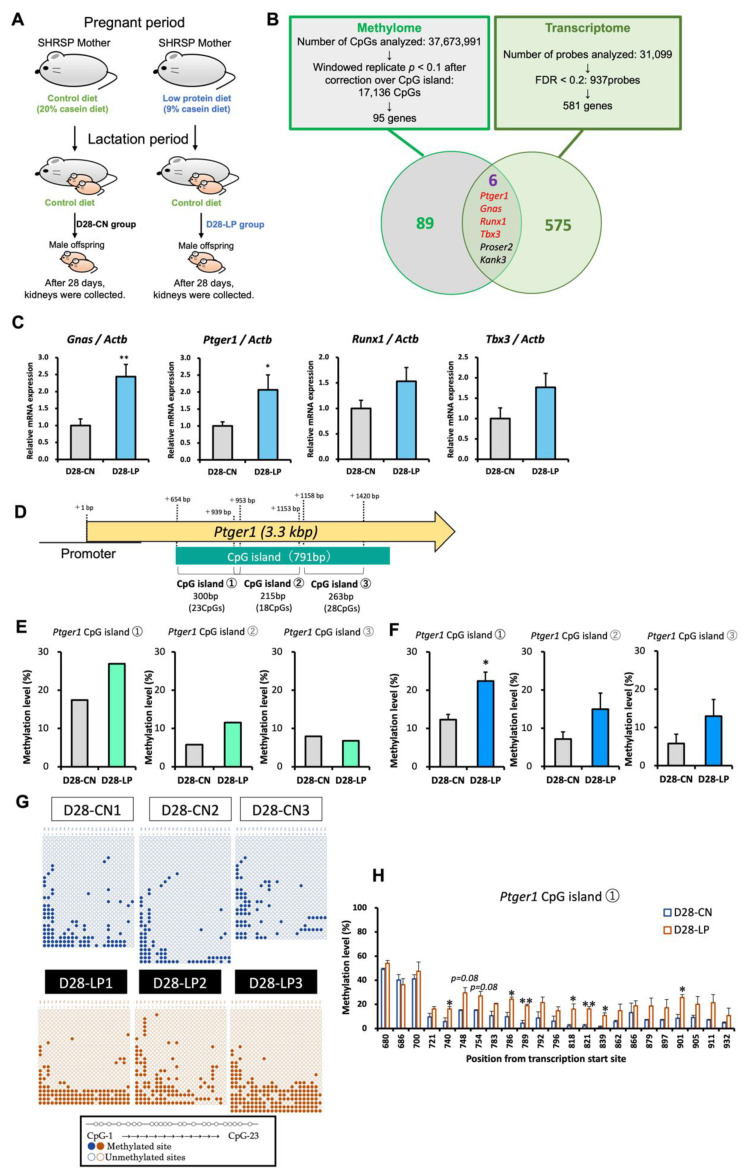
Identification of potential candidate genes and *Ptger1* CpG island DNA methylation levels in D28 pup kidneys with fetal exposure to a maternal low-protein diet. (**A**) Experimental scheme. SHRSP, stroke-prone spontaneously hypertensive pups. (**B**) Integrated methylome and transcriptome analyses were used to identify genes with coupled differential expression. Ninety-five genes were identified near the CpG sites in the methylome analysis, whereas 581 genes were identified in the transcriptome analysis. Six genes were found to show fluctuating expression in both the omics analyses. (**C**) mRNA expression of *Gnas*, *Ptger1*, *Runx1*, and *Tbx3*. The mRNA levels were normalized to those of *Actb* and expressed as fold-change values. (**D**) *Ptger1* CpG island regions and location of three primer sets (CpG①, CpG②, and CpG③). (**E**,**F**) Total DNA methylation levels of the *Ptger1* CpG island measured using (**E**) methylome and (**F**) bisulfite sequencing. (**G**) Bisulfite sequencing analysis of the *Ptger1* CpG island ①. The horizontal axis shows each evaluated CpG site. ○, unmethylated cytosine; ●, methylated cytosine. (**H**) Percentages of DNA methylation levels of CpG site in the total *Ptger1* CpG island ① were calculated using the methylome data shown in (**G**). Data in (**C**,**F**,**H**) are expressed as mean ± standard error (SE). ** *p* < 0.01, * *p* < 0.05 vs. the D28-CN group according to Student’s *t*-test. CN, control sample sizes in (**C**,**E**) were *n* = 5, and those in (**F**,**H**) were *n* = 3 rats per group.

**Figure 2:**
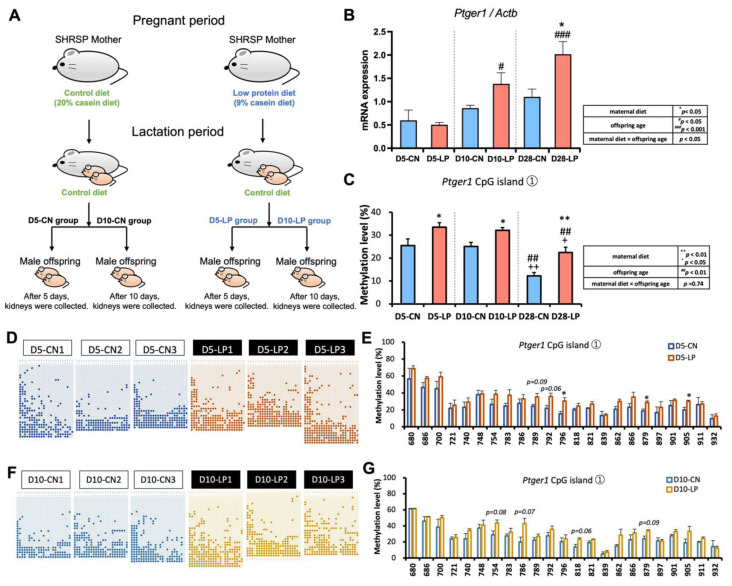
*Ptger1* mRNA expression and *Ptger1* CpG island DNA methylation levels from D5 to D28 in pup kidneys exposed to a fetal low-protein diet. (**A**) Experimental scheme. SHRSP: stroke-prone spontaneously hypertensive. (**B**) Mean normalized mRNA expression of *Ptger1* over time in pup kidneys from D5 to D28 according to maternal diet and offspring age. * *p* < 0.05 vs. corresponding CN group; # *p* < 0.05 vs. D5-LP group; ### *p* < 0.001 vs. D5-LP group. (**C**) Total DNA methylation levels of *Ptger1* CpG island ① in pup kidneys from D5 to D28 according to maternal diet and offspring age. ** *p* < 0.01, * *p* < 0.05 vs. each CN group; ## *p* < 0.01 vs. corresponding D5 group; ++ *p* < 0.01, + *p* < 0.05 vs. corresponding D10 group. (**D**,**F**) Bisulfite sequencing analysis of *Ptger1* CpG island ① in D5 and D10. The horizontal axis shows each evaluated CpG site. ○: unmethylated cytosine; ●: methylated cytosine. (**E**,**G**) Percentages of DNA methylation levels of CpG site in the total *Ptger1* CpG island ① were calculated from the bisulfite sequencing data shown in (**D**,**F**). ** *p* < 0.01, * *p* < 0.05 vs. the D5-CN group. Data are expressed as mean ± standard error (*n* = 5). Statistical analysis was performed using Student’s *t*-test (**E**,**G**) and Tukey’s test (**B**,**C**).

**Figure 3:**
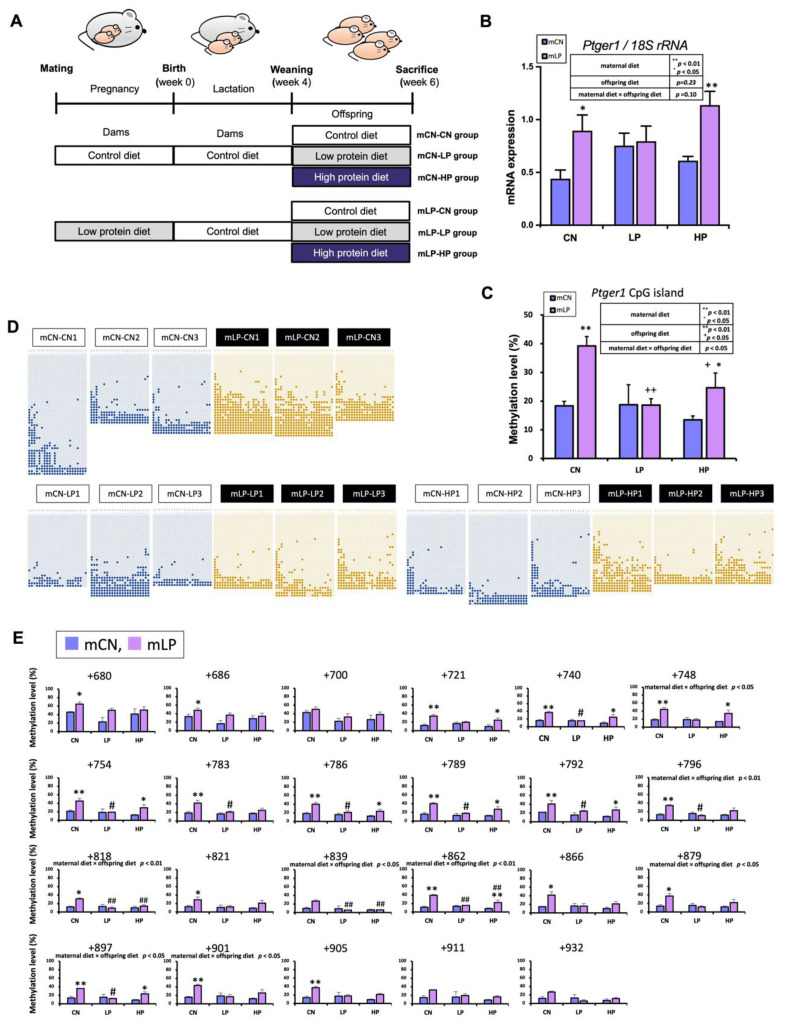
Effects of fetal exposure to a maternal low-protein diet and postnatal protein intake on *Ptger1* mRNA expression and *Ptger1* CpG island DNA methylation status in offspring kidneys (D42). (**A**) Experimental scheme. mCN/mLP: maternal control diet/maternal low protein diet; CN/LP/HP: offspring CN/LP/HP diet. (**B**) Mean normalized mRNA expression of *Ptger1* in offspring kidneys at D42 according to maternal diet and offspring age. ** *p* < 0.01, * *p* < 0.05 vs. corresponding mCN group. (**C**) Total DNA methylation levels of *Ptger1* CpG island in offspring kidneys at D42 according to maternal diet and offspring age. ** *p* < 0.01, * *p* < 0.05 vs. corresponding mCN group; ++ *p* < 0.01, + *p* < 0.05 vs. mLP-CN group. (**D**) Bisulfite sequencing analysis of the *Ptger1* CpG island at D42. The horizontal axis shows each evaluated CpG site. ○: unmethylated cytosine; ●: methylated cytosine. (**E**) Percentages of DNA methylation levels of CpG site in the total *Ptger1* CpG island were calculated from the bisulfite sequencing data shown in (**D**). ** *p* < 0.01, * *p* < 0.05 vs. each mCN group; ## *p* < 0.01, # *p* < 0.05 vs. corresponding CN group. Data in (**B**,**C**,**E**) are expressed as mean ± standard error. Statistical analysis was performed using a two-way analysis of variance followed by Tukey’s test. Sample sizes in (**B**) were *n* = 5, and those in (**C**,**E**) were *n* = 3 rats per group.

**Figure 4:**
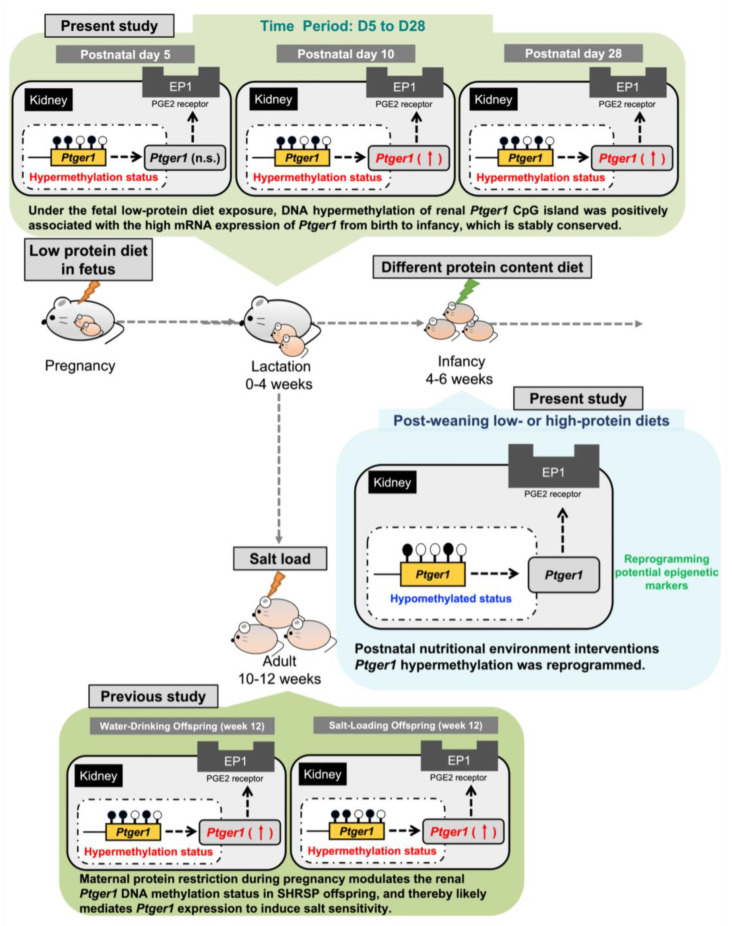
Schematic of the proposed mechanism of *Ptger1* DNA methylation and mRNA expression after fetal exposure to a low-protein maternal diet. Under fetal low-protein diet exposure, renal *Ptger1* DNA is hypermethylated and stably conserved. This epigenetic variation in *Ptger1* is associated with disease risk imprinted during fetal life and can be reprogrammed by the postnatal dietary environment.

## Data Availability

The sequence data obtained in the current study were deposited to NCBI-GEO with accession numbers GSE215329 and GSE216424.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu15183957/s1. Table S1: composition of prenatal diet; Table S2: composition of low and high-protein diets in offspring; Table S3: statistical summary of methylome sequencing and the average methylation level of CN/LP group; Table S4: primer sequences for each gene; Table S5: primer sequences for the genes (*Slc14a2*, *Il1b*, *Corin*, *Hmox1*, *Gucy1b3*, and *Gdnf*) extracted in transcriptome analysis; Table S6: pregnancy-related changes in maternal body weight and feed intake, and the body weight and kidney weight of pups; Table S7: statistical data for six genes that fluctuate in both methylome and transcriptome analyses; Table S8: the genes that fluctuate in the kidneys of SHRSP pups (D28) exposed to a fetal low-protein diet; Table S9: relative ratios (fold-change) of kidney disease-related genes extracted in transcriptome analysis from D5 to D28 over time in pup kidneys. 

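On the kidney arrays, *Slc14a2*, the vasopressin-regulated urea transporter of the inner medulla, had a higher mean in the LP group at D5, D10 and D28, by 0.33, 0.53 and 0.37 on the log2 scale. At D10 its signal was 8.90 ± 0.20 (SD, n = 5 arrays) in the D10-CN group and 9.43 ± 0.28 (SD, n = 5 arrays) in the D10-LP group (limma, adjusted p = 0.948, exact permutation test, p = 0.00794). Its 4 other probe sets differed by −0.09 to 0.05 at D5, −0.14 to 0.45 at D10 and −0.12 to 0.79 at D28, so none of them had a rise at D5 near that of the lead probe set. *Il1b*, the inflammatory cytokine interleukin-1 beta, had a lower mean in the LP group at each age, by −0.53 at D5 (limma, adjusted p = 0.468, exact permutation test, p = 0.0159), −0.53 at D10 (limma, adjusted p = 0.948, exact permutation test, p = 0.00794) and −0.35 at D28 (limma, adjusted p = 0.77, exact permutation test, p = 0.0794). Its signal was 6.33 ± 0.40 in the D5-CN group and 5.81 ± 0.13 in the D5-LP group, and without replicates 2 and 3 of the D5-CN group, the arrays with the highest signal of liver-made proteins, the D5 difference was −0.24 (limma, adjusted p = 0.525). *Hmox1*, the inducible heme oxygenase, differed by 0.40 at D5, −0.20 at D10 and 0.13 at D28. *Gucy1b1* (*Gucy1b3*), a subunit of the nitric oxide receptor guanylate cyclase, differed by −0.45 at D5 (limma, adjusted p = 0.412, exact permutation test, p = 0.00794), −0.20 at D10 and −0.19 at D28. *Gdnf*, a growth factor of ureteric bud branching, differed by 0.07, −0.15 and −0.04. *Corin* has no probe set with that symbol alone.

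None of these genes passed the threshold of limma over all probe sets at any age. In the authors' deposited tables the rank product FDR for higher expression in the LP group was 0.0413, 0.0101 and 0.0514 for *Slc14a2* at D5, D10 and D28 and 0.0199 for *Hmox1* at D5, and the FDR for lower expression was 0.0132, 0.041 and 0.115 for *Il1b* at D5, D10 and D28 and 0.0139 for *Gucy1b1* at D5. With the medulla minus cortex score as a covariate, the differences at D5, D10 and D28 were 0.47 (SE 0.26), 0.44 (SE 0.12) and 0.06 (SE 0.13) for *Slc14a2* and −0.35 (SE 0.13), −0.57 (SE 0.16) and −0.23 (SE 0.13) for *Il1b*. The inner medulla and cortex means that form the score ran opposite over the 10 arrays at D28 (r = −0.906) but not at D5 or D10. Without any 1 array, *Slc14a2* differed by 0.15 (without replicate 4 of D5-CN) to 0.51 (without replicate 2 of D5-CN) at D5, 0.45 to 0.61 at D10 and 0.22 (without replicate 3 of D28-LP) to 0.59 (without replicate 1 of D28-LP) at D28, and *Il1b* at D28 by −0.46 to −0.23 (without replicate 1 of D28-CN). *Hmox1* fell to 0.26 at D5 (without replicate 4 of D5-LP), −0.05 at D10 (without replicate 1 of D10-CN) and 0.05 at D28 (without replicate 4 of D28-LP), and *Gucy1b1* to −0.09 at D10 (without replicate 2 of D10-CN) and −0.12 at D28 (without replicate 4 of D28-LP).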

Figure S1: *Ptger1* CpG island (CpG② and CpG③) DNA methylation levels in pup (D28) kidneys of fetal exposure to maternal low protein diet; Figure S2: *Ptger1* promoter DNA methylation levels from D5 to D28 in pup kidneys exposed to a fetal low-protein diet; Figure S3: *Ptger1* promoter DNA methylation levels from D5 to D28 in pup kidneys exposed to a fetal low-protein diet; Figure S4: body weight, feed intake, and tissue weight either on a low-protein diet or a high-protein diet for 2 weeks after weaning (at week 4).

How the deposited data were processed for this re-analysis (not part of the article)

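Kidney RNA of male SHRSP pups was measured on 30 GeneChip rat arrays, with 5 arrays in each of 6 groups, from 2 maternal diets (20% casein, CN, and 9% casein, LP) at 3 ages (D5, D10 and D28). The authors normalized the arrays in R and deposited a log2 expression value for each probe set and array, and the names of their tables give qFARMS, a factor analysis summary of the probes, as the method. The authors also deposited a table for each age with the log2 difference of the group means and a rank product score for each direction, a false discovery rate that exceeds 1 for many probe sets and is not a p-value. Each of these tables holds 10 array columns whose names do not name a sample, so these 30 columns were not analysed here. Array means were 6.92 to 6.94 at D5, 6.85 to 6.87 at D10 and 6.86 to 6.87 at D28, so those of D10 and D28 overlap, and whether the authors normalized the ages together is not known. Levels were therefore not compared between ages, and the diet by age contrasts were run with this limit.

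Of the 31099 probe sets in the value table, 57 control probe sets were left out and 31042 were tested. The log2 values were used as the authors deposited them, without a further normalization or filter. The diet groups of each age were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, 2-sided, no covariate), and diet by age contrasts came from 1 fit of all 30 arrays with 6 group means. P-values were adjusted by the Benjamini-Hochberg method over the probe sets tested, at a threshold of 0.2, the paper's FDR threshold for its rank products. Differences of group means were also tested by exact permutation over the 252 splits of 5 arrays against 5. Of 30 gene lists, 29 had at least 5 measured genes and were tested with camera of limma at a preset correlation of 0.01, with 1 probe set for each gene and adjustment over the lists of an age at 0.05. Camera with an estimated correlation and fry were run beside it. Rank products were recomputed over 25 pairwise differences with 100 permutations. The gene lists, the comparisons and most alternatives were fixed before the data were examined. The red blood cell, adrenal gland, adipose tissue and skeletal muscle lists were fixed as markers of other tissues that a kidney sample could hold.

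The text names every gene the paper names, the genes called by limma with 1 gene symbol and all 5 LP arrays on the same side of the CN mean (up to 10 with the largest change in each direction, numbered placeholder names left out), for each gene list up to 4 members with the largest change among those past the threshold or otherwise the 2 with the smallest p, and up to 5 genes past the threshold for each diet by age contrast. The part of the rule on changes between ages was not run. Genes named outside this rule were chosen after their values were seen. A gene was represented by its probe set with the highest mean over all arrays.

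A medulla minus cortex score was computed for each array from 13 inner medulla and 12 cortex marker genes, and RNA integrity was followed by the 3′ minus 5′ difference of control probe sets. Both were used as covariates in fits added after the data were seen. With group means removed, the inner medulla and cortex means ran opposite at D28 (r = −0.906) but not at D5 (r = 0.461, and −0.699 without the 2 arrays farthest from the median score) or D10 (r = −0.0773), so it is not settled whether the score follows a share of medulla at D5 and D10, and some of its markers, such as *Nphs1*, *Aqp2* and *Slc34a1*, are also members of gene lists. Alternatives included quantile normalization, median centring, leaving out dim probe sets, other variance models, other tests, the replicate number as a block and leaving out each array. Replicate arrays of a group correlated at 0.983 to 0.998, and the median SD within groups was 0.116 at D5, 0.132 at D10 and 0.118 at D28 on the log2 scale. The limma fits within each age, the contrast of D28 with D5, the averaged diet effect, camera and the rank products were tested on simulated data with known changes. The fits with a covariate or block and the other diet by age contrasts were not. The simulated probe sets varied independently of each other, unlike those of the real arrays. Further tools were data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.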

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

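The tests of other splits for limma at D10 and D28 and for the diet by age contrasts, and the test of chance for *Il1b*, were chosen after the results were seen. Fits with the medulla minus cortex score as a covariate were also tests added after the data were seen.

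*Axin2* (0.52 on the log2 scale) and *Col15a1* (0.47) stand out because limma called them higher in the D5-LP group at an adjusted p under 0.2, in array data of D5, whose calls the paper's text does not report. The contrast of the diet effect between ages had an adjusted p under 0.2 over 471 tests on 157 named genes for *Wnt11*, a signal of ureteric bud branching (D28 minus D5, −0.52, limma adjusted p = 0.0558 over the named genes, and D10 minus D5, −0.38, adjusted p = 0.178), and *Nr3c2*, the mineralocorticoid receptor (D10 minus D5, −0.42, limma adjusted p = 0.0558). The same held for *Ccl2*, a monocyte chemokine (D28 minus D5, 1.35, limma adjusted p = 0.0838, from −0.55 at D5 to 0.80 at D28), and *Rsad2*, an interferon-induced gene (D28 minus D5, −0.57, adjusted p = 0.11). *Casr* (D10 minus D5, −0.38, limma adjusted p = 0.156), *Eya1*, of nephron progenitors (D10 minus D5, 0.41, adjusted p = 0.156), and *Ccn2* (D28 minus D10, 1.16, adjusted p = 0.178) had it as well. The named genes were partly chosen for a small p within an age, which by itself favours a difference between ages, so these values do not show that the diet effect changed with age. Over all probe sets none of these passed, and the smallest adjusted p of limma was 0.653, 0.787 and 0.935 for the contrasts of D28 with D5, D10 with D5 and D28 with D10.

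*Gnas* in replicate 2 of the D28-CN group lay far above the others of its group, at 12.88 against 12.61 to 12.69. The medulla minus cortex score of replicate 1 of the D10-CN group lay far below the others, at −1.36 against −0.73 to −0.55. These were 2 of 96 groups of 5 arrays examined, where 4.8 are expected by chance.

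At D28, rank products called 932 probe sets where limma called 0 (1890 at an unadjusted p under 0.05). Of 100 splits of the arrays, 28 gave a rank product count as large, the real split included, and the highest other count was 3998, so chance could not be excluded and the arrays have a structure of their own. With group means removed, the probe sets called higher had a median correlation of 0.816 with the medulla minus cortex score. In random sets it was −0.664 to −0.437. With the 3′ minus 5′ difference it was 0.632, against −0.588 to −0.406. The random sets were matched on residual SD but held none of the probe sets called higher. The first principal component followed the score (r = 0.972), and the D28-LP mean score was the higher one. These gaps were therefore largely fixed in advance, and the 2 measures were tied to each other (r = 0.794). An uneven share of medulla and cortex, RNA integrity and an effect of diet all stay open, and the effect of diet was not tested. Rank products also made 707 false calls among 31042 probe sets on simulated D28 arrays, whose probe sets varied independently.

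*Ptger1* was higher in the D28-LP group by 0.54 on the log2 scale and by 0.21 with the medulla minus cortex score in the fit, a ratio of 0.384. A larger share of medulla in some D28-LP samples may carry part of the difference. RNA integrity was tied to the score (r = 0.794) and cannot be told apart from it here. A change within cells that differs with diet stays open. Neither difference passed the threshold of limma.

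*Il1b* was lower in the LP group at each age, with a mean difference of −0.47 over the 3 ages, and none of the differences passed the limma threshold within an age. An exact permutation over 16003008 splits of diet within the ages gave p = 2.91e-05, but it takes the ages as independent, and the gene, 1 of 13 genes of the paper with a probe set, was chosen after its values were seen. Between D5-CN and D10-CN its deviations ran with the replicate number (r = 0.974, reached by 0.2% of probe sets), with replicates 2 and 3 highest at both ages, and over all splits that keep the arrays of 1 diet and number together the exact p was 0.0159. Chance therefore stays open. Without replicates 2 and 3 of the D5-CN group the D5 difference was −0.24 (limma adjusted p = 0.525) in place of −0.53. The median difference of the other macrophage and inflammation markers was −0.0506 against −0.0296 to 0.0278 in random lists, with 15 of 23 markers below 0. The random lists were matched on mean expression only, while the markers varied together (estimated correlation 0.552, 0.225 and 0.192 at D5, D10 and D28). This range is thus too narrow to decide whether fewer macrophages in the LP kidneys contribute. By camera the list was lower at D10 alone, with adjusted p = 0.49 at D5 and 0.897 at D28. A lower expression of *Il1b* within cells stays open and was not tested.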

How the results depend on the processing

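The fits with the medulla minus cortex score or the 3′ minus 5′ difference, the authors' deposited tables, rank products with the score's slope removed, the omission of 2 arrays together, the diet effect averaged over the 3 ages with all its alternatives, leaving out arrays for the gene lists, and the comparison of replicate numbers between ages were tests chosen after the data were seen. Of 3266 alternatives for 207 values of named genes, 3202 kept direction and side of the threshold and 32 turned the direction of 13 values. A further 12 passed the threshold in an alternative only, and 20 no longer passed it. Only *Axin2* and *Col15a1* at D5 were past the threshold in the main fit, and the 20 losses were all theirs. For the other values, keeping the side of the threshold was nearly fixed in advance. The per-array values of the authors' tables were not run because their 30 columns name no sample, and the comparisons of CN groups between ages were not run because it is not known whether the ages were normalized together. For each change given here the cause was not tested.

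The limma count at D5 was 2. It became 5 with trend and robust variance, 0 at an adjusted p under 0.05, 38 with all 30 arrays in 1 fit, 2538 with the methods' t-test unadjusted and 0 after adjustment, 24 with the medulla minus cortex score, 18 with the 3′ minus 5′ difference, 657 in the authors' deposited table, 654 with rank products, 1987 with rank products after removing the score's slope, and 0 without replicates 2 and 3 of the D5-CN group. Leaving out 1 array gave 0 to 67, with 67 without replicate 5 of the D5-LP group, 29 without replicate 1 and 6 without replicate 4 of the D5-CN group, and 0 for the 7 others. *Axin2* and *Col15a1* stayed past the threshold of limma with quantile normalization (adjusted p = 0.105 for both), median centring (0.141 for both) and the score (0.142 and 0.173), and without replicates 1 or 4 of D5-CN or 5 of D5-LP (0.0774 to 0.181). They did not pass with all 30 arrays (0.695 and 0.626), without replicates 2 and 3 of D5-CN together (0.493 and 0.523), or without any other single array (0.253 to 0.445). Their differences moved less than their calls, at 0.52 and 0.47 with all 30 arrays as in the fit of D5 alone, 0.51 and 0.40 without both replicates, and 0.47 to 0.55 and 0.44 to 0.50 without any 1 array. At D10 the count was 0, and 8 with all 30 arrays, 1790 with the t-test and 1 after adjustment, 40 with the 3′ minus 5′ difference, 236 in the authors' deposited table, 230 with rank products and 2158 with the slope removed. At D28 the count was 0, and 1 with all 30 arrays, 1841 with the t-test, 933 in the authors' deposited table without controls, 932 with rank products and 863 with the slope removed. Of the rank product calls at D28, 376 of the 796 higher and 44 of the 140 lower ones were kept with the slope removed. At D10 and D28 the count stayed 0 without any 1 array.

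The diet by age counts were 0. With the score they were 42 for D28 against D5 and 71 for D10 against D5. Leaving out 1 array gave 0 to 2 for D28 against D5 (2 without replicate 1 of D5-CN or replicate 2 of D28-CN, 1 without replicate 2 or 3 of D5-CN or replicate 1 of D28-CN), 0 to 3 for D10 against D5 (3 without replicate 1 of D5-CN) and 0 to 4 for D28 against D10 (4 without replicate 2 of D28-CN, 3 without replicate 5 of D28-LP). The averaged effect had 97 calls (48 higher and 49 lower), and 63 with quantile normalization (29 and 34), 1252 with median centring (261 and 991), 8 without the dimmer probe sets (7 and 1), 2 at 0.05 and 685 with the score (382 and 303), so the balance of directions depends on the processing. Leaving out 1 array gave 2 (without replicate 3 of D5-LP) to 1486 (without replicate 5 of D28-LP), and the count stayed within 1.5 times only without replicates 1 or 3 of D5-CN, 2 or 5 of D10-CN, 4 of D10-LP or 4 of D28-CN.

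With the replicate number as a replicate block, the counts were 1 at D5, 1 for D28 against D5, 2 for D10 against D5 and 25 for the averaged effect (17 higher and 8 lower), and *Axin2* and *Col15a1* had adjusted p of 0.339 and 0.424 in limma. Within an age no pairing of the CN with the LP arrays by number showed. Same-number correlations ran from −0.705 to 0.649, and only replicate 5 at D5 correlated best with its own number. Between ages, same-number correlations of arrays of 1 diet averaged −0.26 to 0.204 over all probe sets (exact permutation p from 0.15 to 0.917), so no pairing of the profiles showed there either. With 5 arrays in each group, these correlations cannot exclude a pairing. Between D5-CN and D10-CN the deviations of single genes ran with the number, such as those of *Il1b* (r = 0.974, reached by 0.2% of probe sets) and *Hmox1* (r = 0.937, reached by 0.8%).

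The gene list counts of 10, 3 and 9 at D5, D10 and D28 became 0, 0 and 0 with an estimated correlation and 1, 0 and 1 with fry. With the score D10 had 12, and without replicates 2 and 3 of the D5-CN group D5 had 16. Leaving out 1 array gave 7 to 14 at D5, 1 (without replicate 3 of D10-CN, or replicate 1 or 2 of D10-LP) to 9 (without replicate 1 of D10-CN) at D10, where replicate 2 of D10-CN or replicate 4 of D10-LP gave 5, and 5 (without replicate 3 of D28-LP) to 12 at D28. Single arrays also ended calls of camera (limma) for sodium and chloride transport (replicates 4 and 5 of D5-CN, 2, 3 and 4 of D5-LP, adjusted p from 0.0838 to 0.24), water and urea transport (1, 4 and 5 of D5-CN, 1 to 4 of D5-LP, 0.0526 to 0.213), red blood cells (1, 4 and 5 of D5-CN, 2, 4 and 5 of D5-LP, 0.0561 to 0.301) and podocytes (3 of D5-CN, 5 of D5-LP, 0.0631 to 0.081). At D28 they ended those for podocytes (4 of D28-CN, 0.0601), extracellular matrix (1 and 4 of D28-CN, 5 of D28-LP, 0.0601 to 0.189), immediate early genes (5 of D28-CN, 5 of D28-LP, 0.11 and 0.12), cholesterol (2 and 4 of D28-CN, 2 and 4 of D28-LP, 0.0735 to 0.11) and interferon (1 of D28-CN, 4 of D28-LP, 0.0551 to 0.0684).

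*Ptger1* differed by −0.053 at D28 in its further probe set. Without 1 array *Ptger1* ranged from 0.34 to 0.70 at D28, 0.17 to 0.33 at D5, 0.14 to 0.21 at D10 and 0.09 to 0.45 for D28 against D5. *Kank3* at D5 turned to −0.018 with quantile normalization, −0.011 with median centring, −0.039 with the score and −0.053 without replicates 2 and 3 of D5-CN, and ranged from −0.031 to 0.057 without 1 array. At D10 *Kank3* ranged from −0.11 to 0.065 and *Proser2* from −0.18 to 0.057, and the other probe set of *Proser2* gave 0.21. *Gnas* at D10 ranged from −0.0057 to 0.085, was −0.015 with the score, and was −0.21 and −0.092 in its other probe sets. *Runx1* at D5 was −0.0051 with the score and ranged from −0.029 to 0.13, and *Xist* ranged from −0.079 to 0.014. *Pnmt* at D5 was 0.022 with the score and 0.0091 without replicates 2 and 3 of D5-CN, where *Th* was 0.011, against −0.16 to −0.054 without 1 array. *Gdnf* at D28 was 0.0027 with quantile normalization and ranged from −0.099 to 0.0099, and *Hemgn* from −0.030 to 0.25, with 0.35 without replicate 2 of D28-CN and replicate 3 of D28-LP. With the score at D28, *Dpys* was 0.021, *Slc7a7* 0.051 and *Cyba* 0.016.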

Differences from the paper's values

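No test in this part was chosen after the results were seen, apart from the count in the authors' deposited table. The paper's count of probe sets called at D28 is 937 at an FDR under 0.2, and limma called 0 at an adjusted p under 0.2. Among the alternatives set before the data were examined, rank products recomputed on the same values gave 932, which does not differ by the same measure. The alternatives that do differ are the methods' t-test (1841 unadjusted, 0 after adjustment), all 30 arrays in 1 fit (1), and quantile normalization, median centring, leaving out dim probe sets, trend and robust variance, the stricter threshold, the replicate block and each omission of an array (0 in each). The authors' deposited table holds 937 such probe sets with the controls included.

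The paper's count of genes at D28 is 581, and limma called 0. Rank products gave 534 genes with a single symbol, which does not differ, and the authors' deposited table, chosen after seeing the values, gives 538. The t-test gave 1113 genes unadjusted and 0 after adjustment, all 30 arrays in 1 fit gave 1, and the other alternatives gave 0. The paper names 6 candidate genes from these calls, and limma calls none of them. Rank products recomputed and the authors' deposited table call all 6, *Gnas* only through its other probe sets.

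The paper's fold of *Gnas* in the D28-LP group over the D28-CN group is about 2.4 in Fig. 1C, read by eye, from RT-qPCR, and the array fold was 1.06. Every alternative differs too, from 1.03 without replicate 3 of the D28-LP group to 1.27 in another probe set. Of the other folds read by eye from Fig. 1C, *Ptger1* was about 2.1 (array 1.45), *Runx1* 1.5 (array 1.23) and *Tbx3* 1.8 (array 1.67). These array folds do not differ by the measure above. The *Ptger1* fold does differ in its further probe set (0.96) and without replicate 4 of D28-CN (1.35) or replicate 3 (1.26) or 4 (1.39) of D28-LP. The *Tbx3* fold differs in another probe set (1.09). In Fig. 2B, read by eye, the *Ptger1* bar of the D5-LP group is not above that of the D5-CN group, while the paper's text states an increase with the LP diet between D5 and D28, and the array difference at D5 was 0.25 on the log2 scale and did not pass the threshold.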

Other observations

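The diet effect averaged over the 3 ages, and the tests of other splits for limma at D10 and D28 and for the diet by age contrasts, were tests chosen after the data were seen. Averaged over the ages, limma called *Galnt5*, a glycosyltransferase, lower by −0.23 (SE 0.03, adjusted p = 0.00311) and *Phf14*, a chromatin reader, higher by 0.25 (SE 0.04, adjusted p = 0.022), each with 15 of 15 LP arrays on the same side of the CN mean. *Atrx*, a chromatin remodeller, was higher by 0.35 (adjusted p = 0.108, 15 of 15 arrays), *Hey1*, a Notch target, was lower by −0.29 (adjusted p = 0.108) and *Il1b* by −0.47 (SE 0.10, adjusted p = 0.123, 14 of 15 arrays). In all, 97 probe sets passed, 48 higher and 49 lower (261 and 991 with median centring). Of these 97, 93 were still called with the medulla minus cortex score in the fit. The sign was compared between ages only for the 67 that carried 1 gene name, and 66 of these 67 had the same sign at all ages. Selection on the averaged effect by itself favours a shared sign. Leaving out 1 array gave 2 (without replicate 3 of D5-LP) to 1486 calls (without replicate 5 of D28-LP). Of 100 splits, 4 gave a count as large, the real one included, and the highest other count was 6338, which points to a structure of the samples. That share is under 0.05, but for a result added after the data were seen and a count that moves this far with 1 array it does not settle chance.

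*Sgk1*, an aldosterone-induced kinase, had a signal of 11.65 ± 0.60 in the D28-CN group and 12.39 ± 0.17 in the D28-LP group (SD, n = 5 arrays, exact permutation test, p = 0.00794, limma adjusted p = 0.77). *Wnt4*, of nephron formation, had 6.42 ± 0.53 and 7.25 ± 0.54 (exact permutation test, p = 0.0397). Between ages, the authors' deposited tables share 110 probe sets called higher at D5 and D28 (12.0 expected) and 15 called lower (0.962 expected), and 54 called higher at D10 and D28 (4.72 expected). They also share 7 called higher at D5 and lower at D28 (2.29 expected) and 13 called higher at D10 and lower at D28 (0.899 expected).

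At D28, PC1 followed the medulla minus cortex score with group means removed (r = 0.972, exact permutation p = 0.000208, rho = 0.964, exact permutation p = 0.000278, adjusted exact p = 0.00187 and 0.0025 over 9 relations, r = 0.905 without the 2 farthest arrays). The score and the 3′ minus 5′ difference were tied as well (r = 0.794, exact permutation p = 0.00847, rho = 0.733, exact permutation p = 0.0328, adjusted exact p = 0.022 and 0.0599, r = 0.673 without the 2 farthest arrays).

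Other splits of the arrays gave as many limma calls as the real one in 11 of 100 at D5 (2 calls, highest other 5643), so chance could not be excluded there. At D10 and D28 the real count was 0, which 100 of 100 splits reach by construction, so these splits test nothing about chance (highest other 15259 and 10339). With the score as a covariate at D5, 6 of 100 reached the 24 calls (highest other 3712). For rank products 27 of 100 splits reached 654 at D5 (highest other 2478) and 53 reached 230 at D10 (highest other 6015). For gene lists 37 of 100 reached the 10 lists at D5 (highest other 15), 93 the 3 at D10 (14) and 25 the 9 at D28 (13). The diet by age counts of 0 are likewise reached by every split and test nothing about chance, with a highest other count of 940 for D28 against D5, 9575 for D10 against D5 and 11088 for D28 against D10. Splits that call many times the real count point to a structure of the samples.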
